# The exonuclease Nibbler regulates age-associated traits and modulates piRNA length in *Drosophila*

**DOI:** 10.1111/acel.12323

**Published:** 2015-03-06

**Authors:** Virzhiniya L Feltzin, Mugdha Khaladkar, Masashi Abe, Michael Parisi, Gert-Jan Hendriks, Junhyong Kim, Nancy M Bonini

**Keywords:** aging, endo-siRNA, miRNA, Nibbler, piRNA

## Abstract

Nibbler (Nbr) is a 3′-to-5′ exonuclease that trims the 3′end of microRNAs (miRNAs) to generate different length patterns of miRNAs in *Drosophila*. Despite its effect on miRNAs, we lack knowledge of its biological significance and whether Nbr affects other classes of small RNAs such as piRNAs and endo-siRNAs. Here, we characterized the *in vivo* function of *nbr* by defining the Nbr protein expression pattern and loss-of-function effects. Nbr protein is enriched in the ovary and head. Analysis of *nbr* null animals reveals adult-stage defects that progress with age, including held-up wings, decreased locomotion, and brain vacuoles, indicative of accelerated age-associated processes upon *nbr* loss. Importantly, these effects depend on catalytic residues in the Nbr exonuclease domain, indicating that the catalytic activity is responsible for these effects. Given the impact of *nbr* on miRNAs, we also analyzed the effect of *nbr* on piRNA and endo-siRNA lengths by deep-sequence analysis of libraries from ovaries. As with miRNAs, *nbr* mutation led to longer length piRNAs – an effect that was dependent on the catalytic residues of the exonuclease domain. These analyses indicate a role of *nbr* on age-associated processes and to modulate length of multiple classes of small RNAs including miRNAs and piRNAs in *Drosophila*.

## Introduction

microRNAs (miRNAs) are 20∼24nt small RNAs that regulate diverse biological processes, such as development and age-associated diseases (Bartel, 2009; Ambros, 2011; Kato & Slack, 2012). Since the discovery of the first miRNA *lin-4* and the second miRNA *let-7* as developmental timing genes, hundreds of miRNAs have been identified across species. The canonical biogenesis pathway of animal miRNAs starts with the transcription of the primary miRNA (pri-miRNA) from the miRNA-coding genes by RNA polymerase II in the nucleus (Bartel, 2004; Czech & Hannon, 2011). Pri-miRNAs are then cleaved by two distinct RNase III/RNA-binding protein complexes. Drosha/Pasha (Drosha/DGCR8 in mammals) cleaves pri-miRNAs to generate precursor-miRNAs (pre-miRNAs) in the nucleus. After the export of pre-miRNAs to the cytoplasm by Exportin-5, Dcr-1/Loqs-PB (Dcr/TRBP in mammals) cleaves the pre-miRNAs to generate miRNA/miRNA* duplexes. One of the strands of the miRNA duplex is preferentially retained in miRISC containing Ago1 (Ago2 in mammals), which targets mRNAs through the partial complementarity between the seed sequence (nucleotides 2–8 at the 5′end of miRNA) and the mRNAs to induce translational repression and mRNA decay (Bartel, 2009; Fabian & Sonenberg, 2012).

Initial efforts to identify novel miRNAs relied on computational prediction of miRNA genes followed by Northern blots (Lai *et al*., 2003). However, development in high-throughput sequencing techniques enabled discovery of small RNA species across different biological contexts (Ruby *et al*., 2006, 2007; Landgraf *et al*., 2007; Morin *et al*., 2008; Burroughs *et al*., 2010; Westholm *et al*., 2012). The general conclusion from these profiling studies is that miRNAs are heterogeneous at the 5′end, 3′end, and even in internal sequence (Neilsen *et al*., 2012). In addition, the 3′end of miRNAs is more variable compared to the 5′end. There are a few known mechanisms by which such heterogeneity is generated. For example, Drosha and Dicer cleavages define the 5′end and 3′end of miRNAs, but the cleavages could be imprecise such that they generate 5′end and 3′end variations (Calabrese *et al*., 2007; Wyman *et al*., 2011). In line with this, the cleavage position by Dicer is controlled by its partner protein Loqs-PB in *Drosophila* and TRBP in mammals, to generate miRNA isoforms that are overlapping, but with distinct seed sequences due to a differential 5′end (Fukunaga *et al*., 2012; Lee & Doudna, 2012). In addition to Drosha and Dicer cleavages, 3′end heterogeneity of miRNAs is subject to nucleotide addition, such as adenylation and uridylation (Jones *et al*., 2009; Katoh *et al*., 2009; Burroughs *et al*., 2010). Intriguingly, the loss of such heterogeneity leads to a change in specificity and efficiency of target silencing, underscoring the functional significance of controlling end heterogeneity. Despite the accumulating evidence of miRNA heterogeneity and the identification of the enzymes to generate such heterogeneity, however, we still lack clear knowledge of the biological impact of such heterogeneity at the organismal level.

Study of *Drosophila* miR-34-5p shows that miR-34-5p displays a pattern of different length isoforms due to 3′end heterogeneity and that the short isoform accumulates with age (Liu *et al*., 2012). Loss of miR-34 leads to accelerated aging in *Drosophila*. Screening defined a 3′-to-5′ exonuclease, Nbr, which is responsible for the isoform pattern of miR-34-5p: upon knockdown of *nbr*, the long isoform accumulates, while the short isoforms decline (Han *et al*., 2011; Liu *et al*., 2011). A subset of *Drosophila* miRNAs are subject to length pattern control by Nbr; moreover, recent data have shown that the pattern may reflect differential loading into the miRISC and siRNA RISC complexes with age (Abe *et al*., 2014). Disruption of the process, by knockdown of the genes Hen1 and Ago2, leads to shorter lifespan and neurodegeneration. It is unknown whether Nbr impacts the length of classes of small RNAs beyond miRNAs, such as piRNAs and endo-siRNAs, and a detailed characterization of the *nbr* loss of function phenotype has not been performed. Here, we characterize loss-of-function effects of the *nbr* gene on the animal, and effects on piRNAs and endo-siRNAs. These analyses indicate that *nbr* loss results in accelerated age-associated defects, as well as impacting the length of piRNAs. Importantly, these effects depend on the catalytic residues of the Nbr exonuclease domain, suggesting that the processing of RNA substrates by Nbr is critical for these effects. Together, this study reveals new insight into the importance of controlling length heterogeneity of small RNAs.

## Results

### Expression pattern of Nbr *in vivo*

Nibbler is a 3′-to-5′ exonuclease whose function is critical for trimming the 3′end of miR-34-5p in *Drosophila* (Han *et al*., 2011; Liu *et al*., 2011). Upon *nbr* loss, a subset of *Drosophila* miRNAs show accumulation of long isoforms. To understand the biological role of *nbr in vivo* in more detail, we first assessed the expression pattern of the Nbr protein. We developed a rabbit polyclonal antibody against the N-terminus of Nbr (see Methods). By Western immunoblot, Nbr was enriched in ovary and then heads, followed by the body (Fig.1A). Temporally, Nbr showed little change in level with age in the adult head (Fig.1B), despite the fact that the lower isoform of miR-34-5p accumulates with age (Liu *et al*., 2012). Nuclear/cytoplasmic fractionations revealed that Nbr was enriched in the cytoplasm (Fig.1C), consistent with its role in a complex with Ago1 to process the 3′end of miRNAs (Liu *et al*., 2011). To understand the spatial expression pattern of Nbr, we made a transgene containing the genomic region of *nbr* encompassing ∼650 bp upstream and ∼150 bp downstream of the open reading frame, with a 1xHA tag inserted at the C-terminus. Immunohistochemistry of the ovary with anti-HA antibody revealed that Nbr is expressed from the germarium to later stages of egg chamber development (Fig.1D). Consistent with biochemical nuclear/cytoplasmic fractionation, Nbr was enriched in the cytoplasm of nurse cells, in follicle cells, as well as present in cells of the germarium at a lower level (Fig.1D). In the germarium, Nbr was present in the cytoplasm and overlapped the pattern of Ago3 in the nuage where piRNAs are generated, although without special association (arrows, Fig.1E,F). Nbr expression remained in nurse cells until stage 11, after the nurse cells have dumped their contents into the oocyte (Fig.1G). In the oocyte and mature eggs, Nbr expression was low (Fig.1G,H). Together, these results suggest a potential importance of *nbr* in the ovary, as well as in adult tissues.

**Fig 1:**
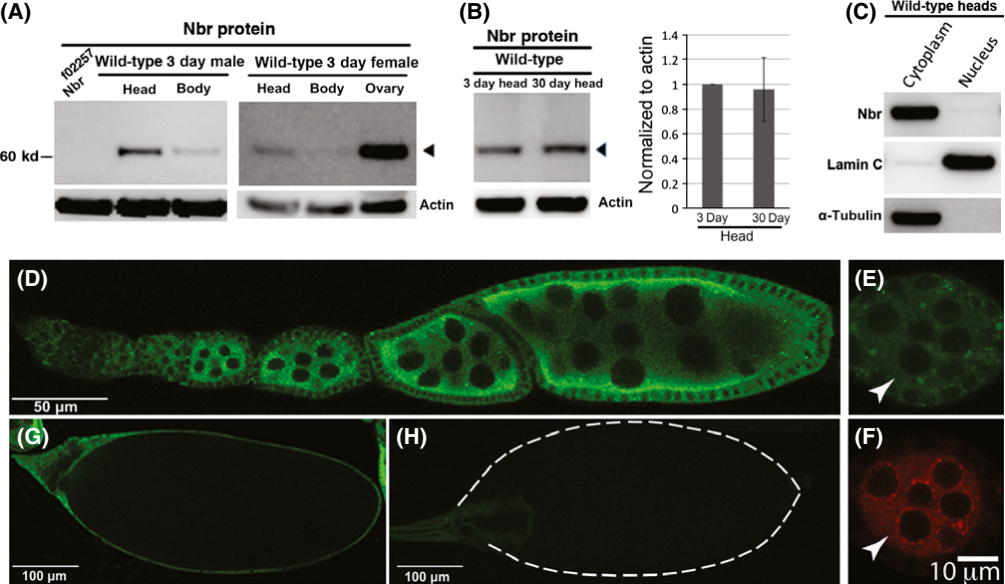
Expression pattern of the Nbr protein. (A) Western immunoblot showing Nbr protein expression in head, ovary, and body (without ovary). Left panel: Nibbler (Nbr) is enriched in the head relative to the body. Right panel: Nbr protein expression is highest in the ovary. (B) Western immunoblots of Nbr expression with age show little change between 3d and 30d. Mean±SD (*n* = 4), *P *=* *0.76 (Student's *t*-test). (C) Western immunoblot of fractionated protein from heads of controls (Bloomington line 5905) shows that Nbr protein is highly enriched in the cytoplasm (assessed by immunoblotting for α-tubulin) vs nucleus (assessed by immunoblotting for Lamin C). (D–H) Nbr expression, detected by anti-HA antibody, in confocal images from whole-mount ovaries from pCaSpeR-*nbr*.HA flies. (D) Nbr is detected throughout egg chamber development. (E, F) Expression of (E) Nbr in the germarium overlapped in the nuage (arrows) with (F) Ago3, although Nbr did not show special association with the nuage. (G) Nbr expression in stage 12 ovary. Nbr expression persists in the remnants of nurse cells, but is not detectably present in the mature oocyte. (H) Nbr is not detectable in the mature egg. The outline of the egg is shown in dashed lines.

### Generation of *nbr* loss-of-function mutants

Previous studies suggested lethality and sterility upon *nbr* knockdown (Han *et al*., 2011; Liu *et al*., 2011). To rigorously examine whether these effects were indeed associated with loss of *nbr* function, we crossed the *nbr*^*f02257*^ allele to a deficiency line (*Df(2L)BSC312*) that deletes a ∼60 kb region that includes the *nbr* gene (Fig.2A,B). We refer to the *nbr*^*f02257*^*/Df(2L)BSC312* heterozygotes as ‘*nbr* null’ because we cannot detect the Nbr protein (Fig.2C), although we cannot rule out that some level of protein is expressed that is below the level of detection in our assays. We found that this allelic combination was viable and fertile. Thus, the previously observed lethality and sterility appear unlinked to *nbr* (Han *et al*., 2011; Liu *et al*., 2011). miR-34-5p trimming was compromised in the *nbr* null combination, and the Nbr protein level and miR-34-5p trimming pattern were fully rescued by introducing the wild-type genomic *nbr* transgene (Fig.2C). Importantly, rescue of miRNA trimming activity was dependent on the catalytic residues of the Nbr exonuclease domain: mutating catalytic residues (D435A,E437A) within the genomic transgene (referred to as ‘cat-dead *nbr*’) failed to rescue miR-34-5p trimming, despite robust protein expression (Fig.2C). These data indicate that the lethality and sterility effects, previously thought to be associated with *nbr*, are instead independent of *nbr* function, and rather that the *nbr* null genetic combination yields viable and fertile adults.

**Fig 2:**
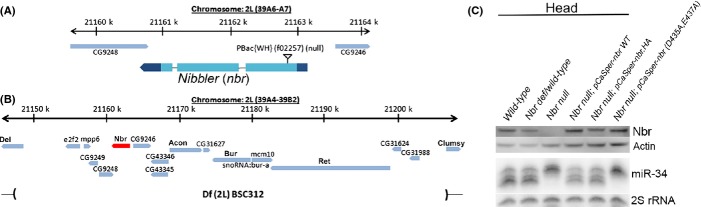
Analysis and rescue of *nbr* loss-of-function mutation. (A) Schematic of *nbr* gene chromosomal region, noting the location of the *nbr*^*f02257*^ allele Piggybac transposon (see Liu *et al*., 2012). (B) Chromosome schematic of the deficiency used *in trans* to *nbr*^*f02257*^ allele to generate *nbr* null activity. Deleted region is indicated by parentheses (see Flybase GBrowse). (C) Nbr protein level and miR-34 pattern in various strains. Western immunoblots for Nbr show that protein is not detectable in *nbr* null (*nbr*^*f02257*^*/Df(2L)BSC312*) flies in heads; Nbr protein level is recovered in lines pCaSpeR-*nbr* (WT) and pCaSpeR-*nbr*.HA, and catalytically dead pCaSpeR-*nbr* (D435A,E437A). Immunoblot for Actin shows all lanes have protein. Small RNA Northerns show that the miR-34 pattern is compromised in *nbr* null. However, the miR-34 pattern is rescued by pCaSpeR-*nbr* (WT) and pCaSpeR-*nbr*.HA transgenes. The genomic rescue construct expressing catalytically dead Nbr failed to rescue the miR-34 isoform pattern, despite robust levels of the Nbr protein. 2S rRNA, loading control for Northerns. Genotypes in C are as follows: wild-type is *w*^*1118*^. *nbr* def/wild-type is *Df(3L)BSC312*/+. *nbr* null is *nbr*^*f02257*^*/Df(3L)BSC312*. *nbr* null, pCaSpeR-nbr WT is *nbr*^*f02257*^*/Df(3L)BSC312; pCasper-nbr WT/+*. *nbr* null, pCaSpeR-nbr.HA is *nbr*^*f02257*^*/Df(3L)BSC312; pCaSpeR-nbr-HA/+. nbr null, pCaSpeR-nbr (D435A.E437A)* is *nbr*^*f02257*^*/Df(3L)BSC312; pCasper-nbr(D435.E437A)/+*.

### *nbr* mutants show accelerated age-associated effects

Using the *nbr* null chromosomal combination (*nbr*^*f02257*^*/Df(2L)BSC312*), we assessed the effect of the loss of *nbr* function to the animal. Although Nbr was highly expressed in the ovary, we saw no effect on ovary development in *nbr* null animals (Fig. S1A) and were able to obtain viable eggs from *nbr* null females. In addition, the number of eggs laid per day did not differ significantly between *nbr* null and *nbr* wild-type rescued females with age (Fig. S1B).

We then examined the adult animal for effects. Intriguingly, *nbr* null animals showed an age-associated held-up wing phenotype (Fig.3). At the time of emergence of the adult (eclosion), *nbr* null animals showed normal wing posture. However, by 20d, >90% of *nbr* mutants showed held-up wings (Fig.3C). This effect was fully rescued by wild-type, but not the cat-dead *nbr* genomic transgene, indicating that the exonuclease activity of Nbr was required for normal wing posture. Whether this effect was due to a problem in muscle or nerve, or both, is an interesting question; however, our attempts to map this wing effect to a tissue were unsuccessful due to leakiness of our transgenes expressing Nbr, regardless of the presence of a GAL4 tissue-specific driver (M. Abe and N. M. Bonini, unpublished data).

**Fig 3:**
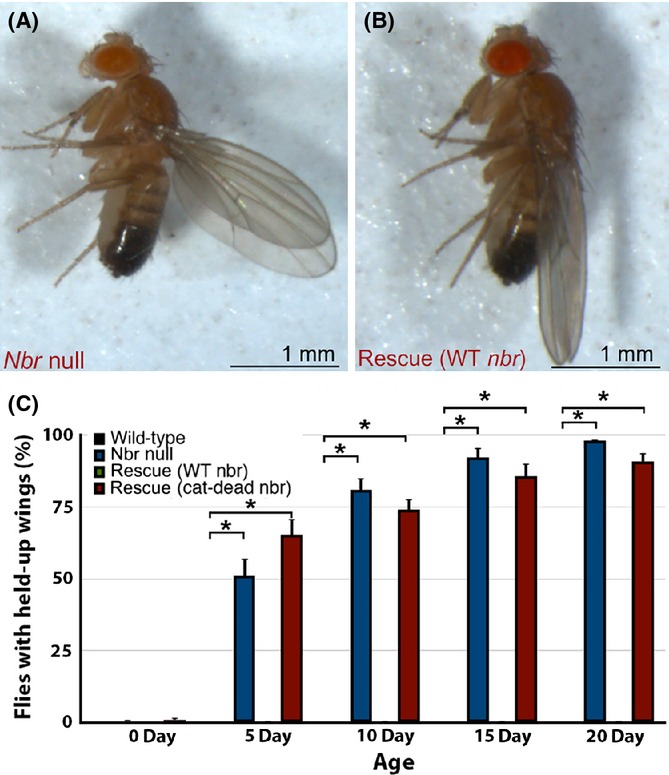
*nbr* null (*nbr*^*f02257*^*/Df(3L)BSC312*) animals have held-up wings. (A,B) Images to illustrate normal wing posture compared to held-up wings. Adult male flies at 14d. (A) *nbr* null (*nbr*^*f02257*^*/Df(3L)BSC312*) animals have a held-up wing posture. (B) *nbr* null; pCaSpeR-*nbr* (wild-type) flies (‘rescue (WT *nbr*)’) are rescued to normal wing posture. (C) Quantification of flies with normal wing posture with age. Wing posture was scored on awake, unanesthetized animals. Wild-type and rescued flies have normal wing posture, whereas *nbr* null and *nbr* null animals rescued with a catalytically dead *nbr* construct show a progressive held-up wing posture. Values are mean ± standard error of three independent experiments. *P < 0.01 compared to wild-type control using one-way anova followed by Dunnett's test.

Examination of *nbr* null animals for other effects revealed additional age-associated deleterious phenotypes of brain degeneration and loss of climbing ability. Nbr mutants showed no brain vacuolization as young animals (3d), but a high level of brain vacuoles by 30d (Fig.4A,B). This effect was rescued by expression of the normal *nbr* genomic transgene, but not by the cat-dead *nbr* genomic transgene. In addition, *nbr* mutants showed dramatic loss of climbing ability: while wild-type animals show little change in climbing ability even at 30d (>90% of wild-type flies successfully climbed at 30d), *nbr* null animals showed a dramatic decline already by 20d (∼50% of flies failed to climb) (Fig.4C). This effect was also fully rescued by the wild-type, but not cat-dead, *nbr* genomic transgenes (Fig.4C). Together, these results suggest that *nbr* loss is associated with early onset of several age-associated effects in *Drosophila*.

**Fig 4:**
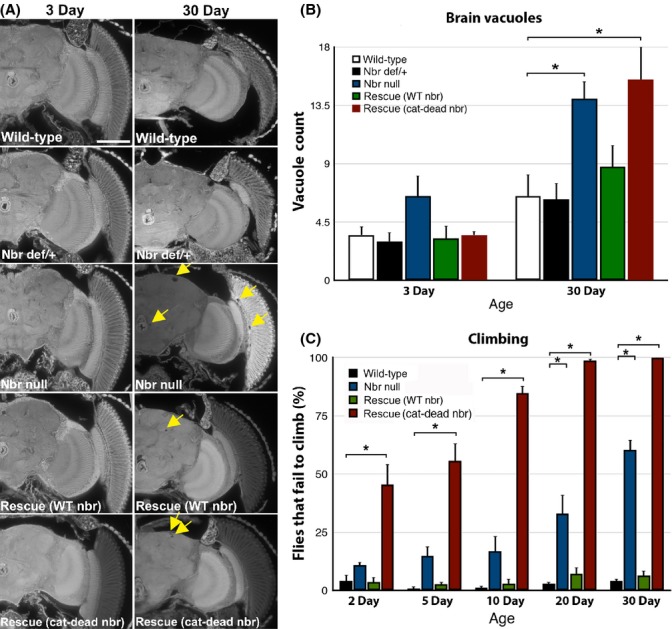
*nbr* null animals show age-associated defects. Paraffin sections of wild-type, *nbr* def/+ (*Df(3L)BSC312*/+), *nbr* null (*nbr*^*f02257*^*/Df(3L)BSC312*)*,* rescue (WT *nbr*) (*nbr* null; pCaSpeR-*nbr* (wild-type)/+), and rescue (cat-dead *nbr*) (*nbr* null; pCaSpeR-*nbr* (D435A,E437A)/+) heads at 3d and 30d. Scale bar in top left panel, 0.1 mm for all panels. (B) Quantification of brain vacuolization at 3d and 30d. *nbr* null shows an increase in vacuoles with age that is rescued by WT *nbr* transgene but not cat-dead *nbr*. (C) Climbing ability of animals with age shows that *nbr* null displays rapid loss of climbing that is rescued by WT *nbr*, but is worse with cat-dead *nbr*. Values in B and C are mean ± standard error of the mean of three independent experiments. *P < 0.01 compared to wild-type control using one-way anova followed by Dunnett's test.

### Nbr affects the length of piRNAs

Nbr has been shown to impact the length of a subset of miRNAs in *Drosophila* (Han *et al*., 2011; Liu *et al*., 2011). However, it is unknown whether other classes of small RNAs, such as Piwi-interacting RNAs (piRNAs) (Guzzardo *et al*., 2013) and endogenous siRNAs (endo-siRNAs) (Czech & Hannon, 2011), are also affected by *nbr*. piRNAs are ∼24-30nt small RNAs that are bound to Piwi-clade proteins of the Argonaute family, and are derived from heterochromatin, 3′UTRs of protein-coding genes, and euchromatic transposable elements. Endogenous siRNAs are ∼21nt small RNAs identified in *Drosophila*, as well as *C. elegans* and mammals (Czech & Hannon, 2011). In *Drosophila,* endo-siRNAs are bound to Ago2, an siRISC component. Like piRNAs, endo-siRNAs are also derived from transposable elements, as well as other overlapping and hairpin RNA sources. Both piRNAs and endo-siRNAs are suggested to silence transposable elements, indicating the importance of these two classes of small RNAs to maintain genome integrity in the animal.

Given the high expression level of Nbr in the ovary, we examined the effect of *nbr* loss of function on piRNA and endo-siRNA length in ovary libraries. We deep-sequenced and analyzed small RNA libraries from ovaries of wild-type, *nbr* def/+ (*Df(2L)BSC312*/+), *nbr* null, *nbr* null with pCaSpeR-*nbr* (WT) (‘rescue (WT *nbr*)’), and *nbr* null with pCaSpeR-*nbr* (D435A,E437A) (‘rescue (cat-dead *nbr*)’). 

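Small RNA libraries were made from ovaries dissected at 4 to 7 d, from 40 ug of total RNA for each of the 5 genotypes. There was 1 library per genotype and no replicate, so the error given with the values is the sampling of reads or of start sites only, and no difference between genotypes has a replicate check. The authors removed the adapters and kept reads of 16 to 35 nt. The deposited files hold each distinct read sequence with its count, before alignment and without normalization. The library totals were 155764138 trimmed reads in wild-type, 148426322 in *nbr* def/+, 141615272 in *nbr* null, 176080916 in rescue (WT *nbr*) and 143200247 in rescue (cat-dead *nbr*). Most reads came from 2S rRNA, the 30 nt ribosomal RNA of *Drosophila* that is also used as a Northern blot loading control. Reads that begin within its sequence TGCTTGGACTACATATGGTTGAGGGTTGTA made up 55.25% of the wild-type library, 73.91% of *nbr* def/+, 55.33% of *nbr* null, 57.68% of rescue (WT *nbr*) and 72.37% of rescue (cat-dead *nbr*). Reads of 23 to 29 nt, the size of most piRNAs, numbered 30892350, 17510057, 31516901, 43368437 and 17951281 in the same order. *nbr* itself is annotated as Nbr on chromosome 2L of the assembly BDGP6.54, from 21160636 to 21163083 on the minus strand. No genome sequence was used here for alignment, so a 5′ start site was taken as the set of reads that share their first 19 nt. Reads of 19 to 31 nt without an undetermined base were used. A start site was tested when it had at least 1 read in every genotype, at least 5 reads in one and at least 2 lengths, and it was called piRNA-sized when its most common length over the 5 libraries was 23 to 29 nt. The 5 libraries include *nbr* null and rescue (cat-dead *nbr*), so a change in length can itself move a site into or out of this class. Start sites within 2S rRNA and miR-34-5p were left out. This left 414064 piRNA-sized start sites, which held 27519239 reads in wild-type, 14816192 in *nbr* def/+, 26456316 in *nbr* null, 37235966 in rescue (WT *nbr*) and 14953490 in rescue (cat-dead *nbr*). The median site had 10, 5, 9, 13 and 5 reads in these libraries. Grouping by sequence does not remove reads that occur at several places in the genome, and it does not restrict the sites to known piRNA clusters, which are steps of the paper that the files do not include.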

Because none of these genotypes had defects in ovary development (see Fig. S1 and data not shown), none of the effects on the length of endo-siRNAs and piRNAs were likely due to loss of specific tissue or cell types in the ovary.

We first confirmed the effects of Nbr on miRNAs, such as miR-34-5p and miR-305-5p in the ovary libraries. These miRNAs showed a higher portion of longer isoforms in the *nbr* null, which was rescued by the wild-type, but not by the cat-dead *nbr* transgene (Fig. S2A–D). 

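miR-34-5p was identified by the 24 nt sequence TGGCAGTGTGGTTAGCTGGTTGTG, and reads that match it from its 5′ end were counted by length. The gene mir-34 lies on chromosome 3R of BDGP6.54 from 10100936 to 10101034. In wild-type, 604 of 6189 reads were 23 nt or longer, or 9.8% (Wilson 95% interval 9.0 to 10.5, no replicates). In *nbr* null the long isoforms were 974 of 1289 reads, or 75.6% (73.1 to 77.8), and in rescue (cat-dead *nbr*) they were 672 of 878 reads, or 76.5% (73.6 to 79.2). For both genotypes Fisher's exact test against wild-type gave a p below 2.2e-308, the smallest number the computer represents. With the wild-type transgene the share of long isoforms was 17.4% (323 of 1860 reads, 15.7 to 19.2), far below that of *nbr* null and still above wild-type (Fisher's exact test, p = 5.6e-18). In *nbr* def/+ it was 13.4% (458 of 3410 reads, 12.3 to 14.6; Fisher's exact test against wild-type, p = 6.1e-08). These tests compare reads of single libraries and do not measure the variation between flies. The largest shift among the alternatives came from counting only 24 nt reads as long, which put *nbr* null at 51.0% and rescue (WT *nbr*) at 7.9%. miR-305-5p could not be measured in the same way because its sequence is not in the paper or the annotation. From the longer isoforms in *nbr* null and their return toward wild-type only with the catalytically active transgene, the paper concludes that Nbr acts on miRNAs in the ovary libraries.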

We also confirmed the effect of Nbr on other known Nbr-dependent miRNAs (Fig. S2E, red diamonds). We then mapped non-miRNA reads onto identified piRNA (Brennecke *et al*., 2007) and endo-siRNA (Czech *et al*., 2008) loci. There was no change in overall read abundance for any piRNA locus. However, *nbr* loss of function led to a statistically significant increase in piRNA length for a specific subset of piRNAs, defined by their 5′end position. 

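Every piRNA-sized start site was tested with the statistic of the paper's methods. For each read length, the difference from wild-type in the fraction of the site's reads was divided by its standard error, with a pseudocount of 1 for each length seen at the site. A length was called changed at an FDR of at most 0.05, adjusted over the lengths of the site, and a Cohen's d of at least 0.6. A site was called lengthened when a length was up in *nbr* null and rescue (cat-dead *nbr*), was not up in *nbr* def/+ or rescue (WT *nbr*), and a shorter length was down in *nbr* null and rescue (cat-dead *nbr*). Of 414064 sites, 4679 were lengthened, or 1.13% (Wilson 95% interval 1.10 to 1.16). The mirrored rule, which looks for a shift to shorter reads, called 263 sites, or 0.064% (0.056 to 0.072). There were thus 17.8 lengthened sites for each shortened one. Lengthening can itself place a site in the piRNA-sized class, which can raise this ratio. Over all tested start sites, whatever their most common length, 5221 were lengthened and 304 shortened. When reads were instead drawn at random from each site's pooled length distribution, at the real depth of each library, 20 draws gave between 0 and 10 lengthened sites. The share of lengthened sites depended on depth. It was 0.02% of the 251300 sites with 1 to 4 reads in the genotype with the fewest reads and 0.61% of those with 5 to 19. It was 6.22% of the 41936 sites with 20 to 99 reads, and 11.72% of the 11508 sites with 100 reads or more. At low depth a change in length was mostly not detectable. In 24.7% of lengthened sites the length that rose most was 3 nt longer than the length that fell most, in 24.0% it was 1 nt longer and in 18.0% it was 2 nt longer. Taking *nbr* def/+ as the reference in place of wild-type lowered the counts most, to 1188 lengthened and 93 shortened sites. The paper takes the significant shift of a subset of start positions as evidence that loss of *nbr* increases the length of specific piRNAs defined by their 5′ end.

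**Figure D1:**
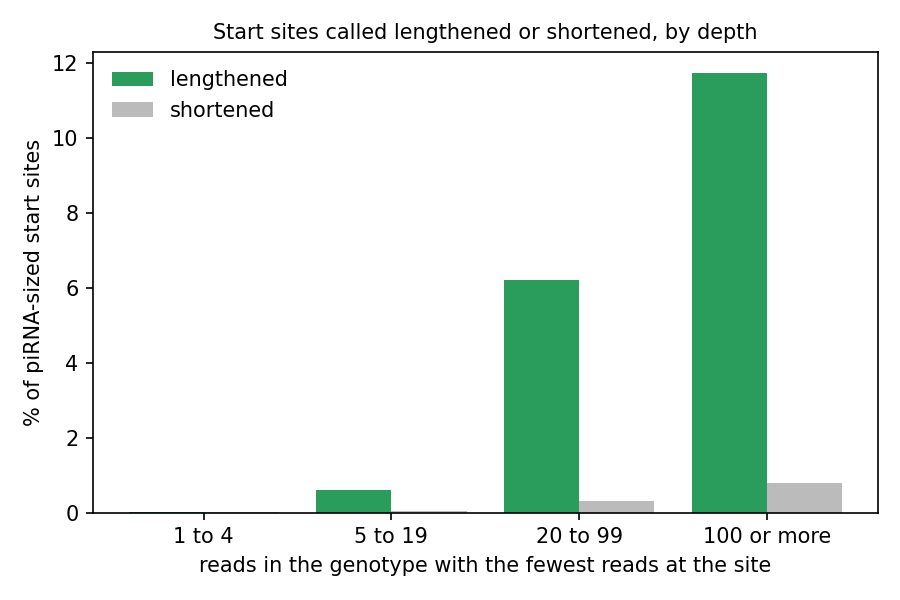
Share of piRNA-sized start sites called lengthened or shortened (y axis, %) by the number of reads in the genotype with the fewest reads at the site (x axis). The bars for lengthened sites rise from 0.02% at 1 to 4 reads to 11.72% at 100 reads or more, and those for shortened sites from 0.003% to 0.791%.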

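To compare the genotypes without a requirement on the catalytically dead rescue, start sites were selected in *nbr* null alone, as sites with a length up and a shorter length down. There were 12295 such piRNA-sized sites, and at the length that rose most the median share of the site's reads was 15.7% in wild-type and 58.2% in *nbr* null. In rescue (cat-dead *nbr*) the median share of the same lengths was 52.4%, the median Cohen's d was 0.85, and 6335 sites (51.5%, Wilson 95% interval 50.6 to 52.4) were also significantly up. In rescue (WT *nbr*) the median share was 26.6%, the median d was 0.27 and 1078 sites (8.8%, 8.3 to 9.3) were up. The sites were chosen against the same wild-type library that every comparison uses, so the shares in the other libraries are not independent of the choice. When any other pair of libraries was put in the place of *nbr* null and rescue (cat-dead *nbr*), between 18 and 192 sites were called lengthened, against 4679 for the real pair. The rule also requires that the length is not up in the remaining libraries. A length up in both *nbr* null and rescue (cat-dead *nbr*) is thus left out for every other pair. The low counts of the other pairs follow in part from this. Leaving out the requirement on rescue (cat-dead *nbr*) raised the count from 4679 to 10426 lengthened sites and the count of shortened sites from 263 to 1115. From rescue with the wild-type transgene and none with the catalytically dead one, the paper concludes that the effect depends on the catalytic activity.

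**Figure D2:**
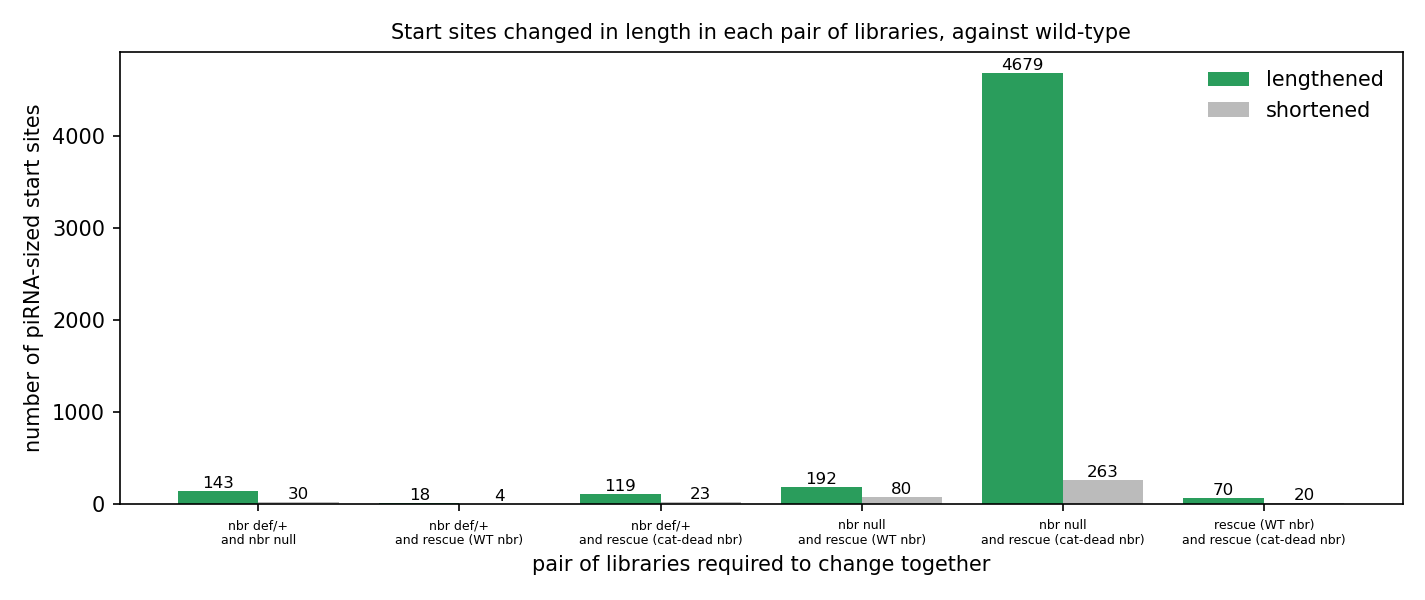
Number of piRNA-sized start sites (y axis) that were lengthened or shortened against wild-type when each pair of the 4 other libraries (x axis) was required to change together and the remaining pair not to. The pair of *nbr* null and rescue (cat-dead *nbr*) gave 4679 lengthened and 263 shortened sites, and the other pairs at most 192 and 80.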

This effect was dependent on *nbr* catalytic activity. Among the 142 piRNA clusters examined (Brennecke *et al*., 2007), 138 loci were expressed in all of our genotypes with ≥5 reads in at least one of the genotypes. For each piRNA locus and for each piRNA 5′ origin position within the locus, we quantified the fraction of reads corresponding to the different lengths in each of the genotypes and analyzed them for modulation by *nbr* gene function. Among these 138 piRNA loci, we found 48 loci (35%) were significantly affected by *nbr* loss in at least one start position within the locus: longer piRNAs accumulated, while shorter piRNAs decreased (Fig.5, Table S1). 

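Table S1 lists 218 start sites in 48 loci, with 220 lengths that went up and 237 that went down in *nbr* null. Its dm3 positions could not be looked up without a genome sequence, so the sites were searched for by the paper's Cohen's d values in *nbr* null, after the files had been seen. In all, 123 sites in 39 loci matched a start site at every listed length, none of them at more than 1, and 95 sites were not found. None of 218 decoys, made by exchanging 1 d value of each site for that of another, matched. Because the search used d in *nbr* null, the direction and size of the change in that genotype at these sites follow from the search and are no separate evidence. The rule for lengthened sites also uses the other 3 genotypes, and with all reads that share their first 19 nt it called 108 of the 123 sites (87.8%) lengthened. The paper chose its sites by the same comparison of genotypes in these libraries. The share called is thus largely fixed by that choice and is no separate evidence either. Drawing all libraries down to the depth of the smallest lowered this most, to 60 sites, while counting only reads that follow each site's most common sequence, a setting added after the files had been seen, gave 121. How many piRNA clusters hold a lengthened site was not determined, because the cluster coordinates need a genome sequence. Over all piRNA-sized sites, the 5 lengthened sites with the largest d in *nbr* null, among those with at least 100 reads in every genotype, show how far the shift can go. Reads that begin with TAGCTGATGTCGTTGTTGT were 26 nt long in 2.9% of 1264 wild-type reads (Wilson 95% interval 2.1 to 4.0), 83.9% of 2756 reads in *nbr* null (82.5 to 85.2) and 80.9% of 1341 reads in rescue (cat-dead *nbr*) (78.7 to 82.9). The share was 7.0% in rescue (WT *nbr*) and 10.5% in *nbr* def/+, and the mean length went from 21.76 nt in wild-type to 25.83 nt in *nbr* null. In wild-type the most common length at this site was 22 nt (31.8%), so it counts as piRNA-sized only by the pooled reads. For TGTAGAGGATCGCTTGACT the 26 nt reads rose from 4.9% in wild-type to 82.6% in *nbr* null and 83.0% in rescue (cat-dead *nbr*), with 4.2% in rescue (WT *nbr*). For CTACAAAGTCTCTTCCTGC they rose from 9.6% to 78.8% and 79.1%, with 14.7% in rescue (WT *nbr*). For TTGGCTGTCCAAGGCTGTT the 27 nt reads rose from 23.1% to 87.8% and 86.6%, with 34.3% in rescue (WT *nbr*). For TGTTGGAGTAGTGCTTGGG the 24 nt reads rose from 5.6% to 68.1% and 66.0%, with 13.2% in rescue (WT *nbr*). The d of these lengths in *nbr* null was between 2.57 and 3.61. Where these 5 sequences lie in the genome was not determined. From the accumulation of longer and the decrease of shorter reads at such start positions, the paper concludes that these loci are affected by loss of *nbr*.

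**Figure D3:**
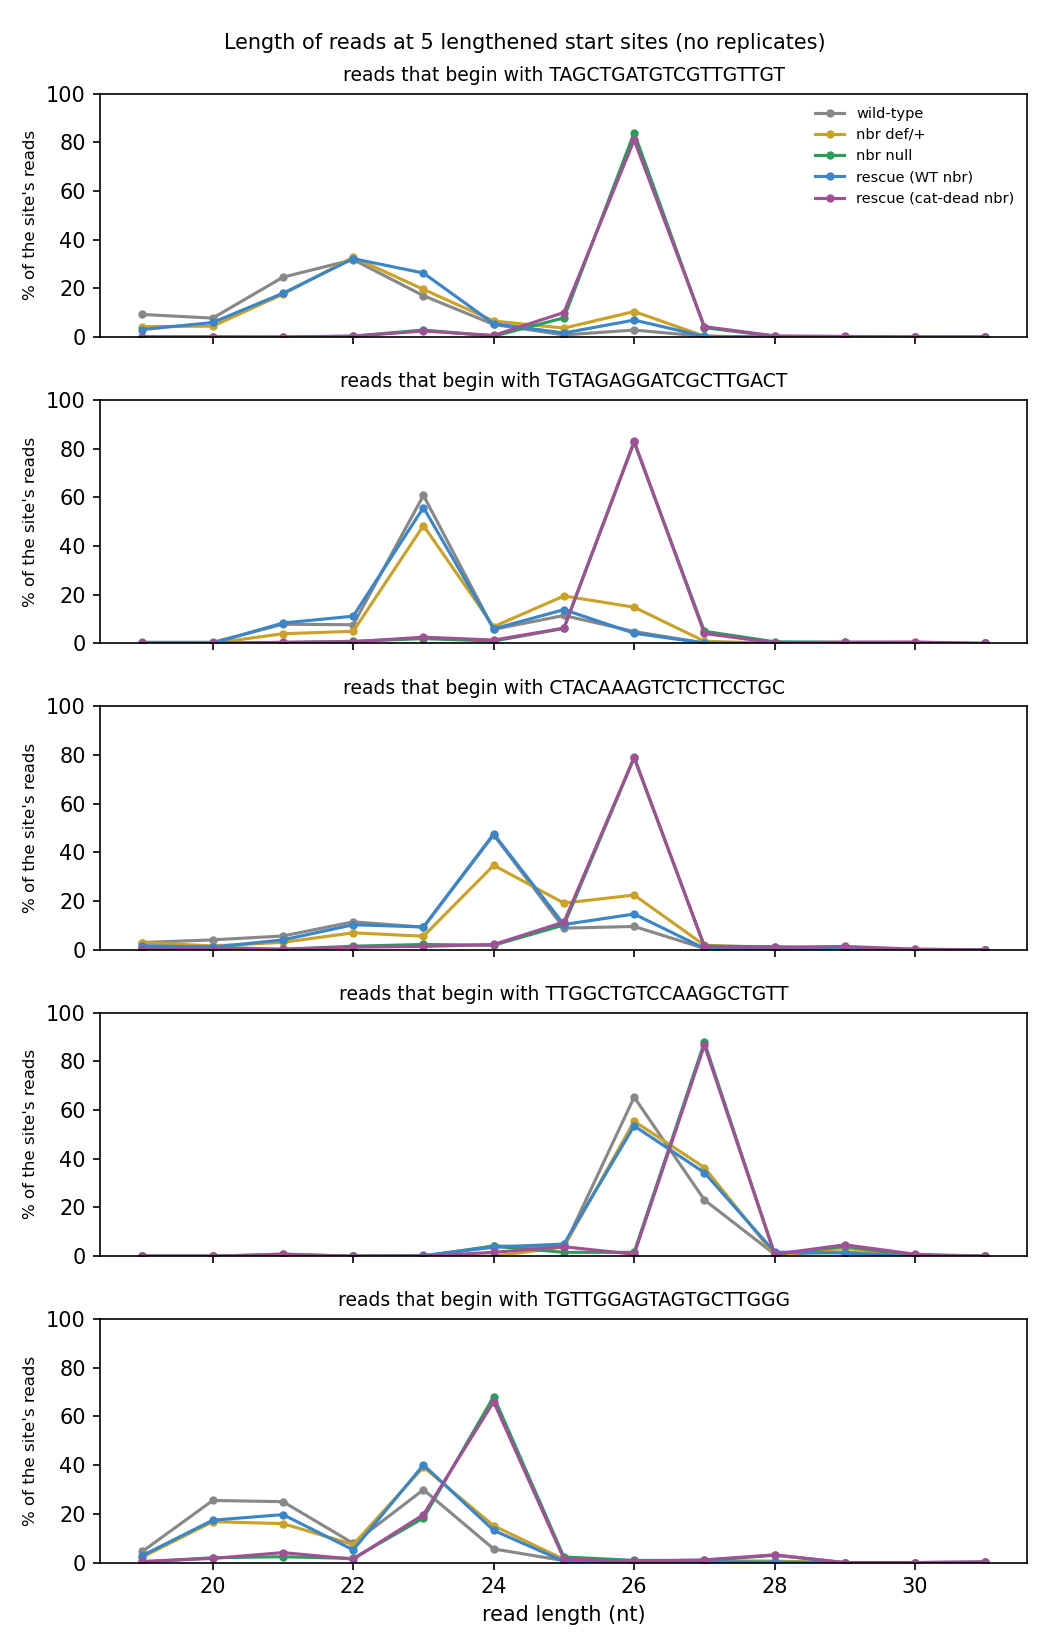
Share of a start site's reads (y axis, %) at each read length (x axis, nt) for 5 lengthened start sites, with 1 line per genotype and no replicates. The lines of *nbr* null and rescue (cat-dead *nbr*) peak at 24 to 27 nt, for example at 83.9% and 80.9% in the top panel, while those of wild-type, *nbr* def/+ and rescue (WT *nbr*) peak at shorter lengths.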

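The 12295 piRNA-sized start sites that were lengthened in *nbr* null, selected without regard to the other genotypes, were followed in both rescue libraries. At the length that rose most in *nbr* null, the wild-type transgene left 1078 sites (8.8%) significantly above wild-type and the catalytically dead transgene 6335 (51.5%). The heterozygous deficiency, *nbr* def/+, gave 1121 sites (9.1%, Wilson 95% interval 8.6 to 9.6). The median share of the site's reads at that length was 58.2% in *nbr* null, 52.4% with the catalytically dead transgene, 26.6% with the wild-type transgene, 29.2% in *nbr* def/+ and 15.7% in wild-type. In rescue (WT *nbr*) the share was thus closer to wild-type than to *nbr* null, although d was above 0 at 87.2% of the sites. The rescue (WT *nbr*) library held 37235966 reads at piRNA-sized sites and rescue (cat-dead *nbr*) 14953490. The comparison at equal depth was made for sites with any length up and not for the 12295 selected sites. At full depth 8230 sites had any length up in rescue (WT *nbr*), 14529 in rescue (cat-dead *nbr*) and 23162 in *nbr* null. With every library drawn down to the smallest, the counts were 4457, 13894 and 15085. In this count the difference between the rescues thus remained at equal depth. At the same depth the count of lengthened sites was 3518. From the contrast between both transgenes, the paper concludes that only the wild-type transgene rescued the trend.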

This trend was rescued by wild-type, but not by the cat-dead, *nbr* genomic transgenes. Thus, while there was no dramatic effect on the generation of piRNAs, *nbr* function appeared to modulate the length of about half of the piRNAs, by shifting the length toward longer length piRNAs that start at any one 5′end position. 

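The size of the shift over all piRNA-sized sites was measured without a threshold, as the mean read length at each of the 53444 start sites with at least 20 reads in every genotype. The median site had a mean length of 25.40 nt in wild-type and 25.89 nt in *nbr* null. The median change within a site was 0.243 nt in *nbr* null (95% binomial interval of the median 0.236 to 0.248) and 0.258 nt in rescue (cat-dead *nbr*) (0.253 to 0.265). It was 0.185 nt in *nbr* def/+ (0.181 to 0.189) and 0.095 nt in rescue (WT *nbr*) (0.092 to 0.098). The intervals cover the sampling of sites and not the variation between libraries of one genotype, for which there is no replicate. A setting chosen after the files had been seen thinned every library to the same number of reads of each length, which left 42869 sites. Equal length profiles draw any change in mean length toward 0, so these values cannot tell a real shift from size selection. The change in *nbr* null was then 0.025 nt, the value furthest from the main one, and that in *nbr* def/+ was 0.027 nt. In rescue (cat-dead *nbr*) it was 0.036 nt and in rescue (WT *nbr*) -0.014 nt. Against *nbr* def/+ in place of wild-type, the change in *nbr* null was 0.069 nt. The genotypes differed more in the sites with a large change. The mean length rose by 1 nt or more at 16.06% of sites in *nbr* null and 17.31% in rescue (cat-dead *nbr*), against 7.67% in *nbr* def/+ and 3.79% in rescue (WT *nbr*). It fell by 1 nt or more at 0.30% to 0.50% of sites in the 4 genotypes. The reads at piRNA-sized sites per 1000000 trimmed reads were 176672 in wild-type, 99822 in *nbr* def/+, 186818 in *nbr* null, 211471 in rescue (WT *nbr*) and 104424 in rescue (cat-dead *nbr*). Per 1000000 reads outside 2S rRNA they were 394816, 382547, 418193, 499677 and 377897. These totals differed between the libraries and were not divided by locus, so they are not the abundance per locus that the paper compared. From the unchanged abundance that it reports for piRNA loci and the longer reads at single 5′ ends, the paper reasons that *nbr* modulates the length of piRNAs rather than their generation.

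**Figure D4:**
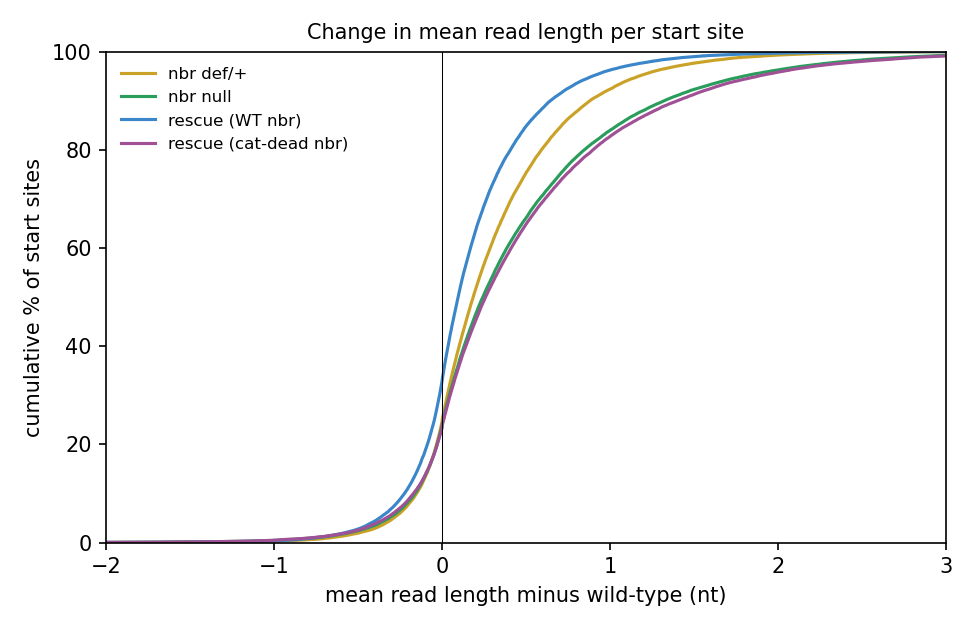
Cumulative share of 53444 piRNA-sized start sites (y axis, %) by the change in mean read length from wild-type (x axis, nt, drawn from -2 to 3), with 1 line per genotype. At the median and at 1 nt the lines of *nbr* null and rescue (cat-dead *nbr*) lie to the right of the others, with 16.06% and 17.31% of sites at 1 nt or more. At -1 nt they do not, with 0.44% and 0.50% of sites shorter by 1 nt or more. The values there were 0.30% in *nbr* def/+ and 0.39% in rescue (WT *nbr*).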

Attempts to verify length changes by Northern blot were unsuccessful; elements detected by piRNAs are redundant, complicating the ability to see small changes in any one locus.

**Fig 5:**
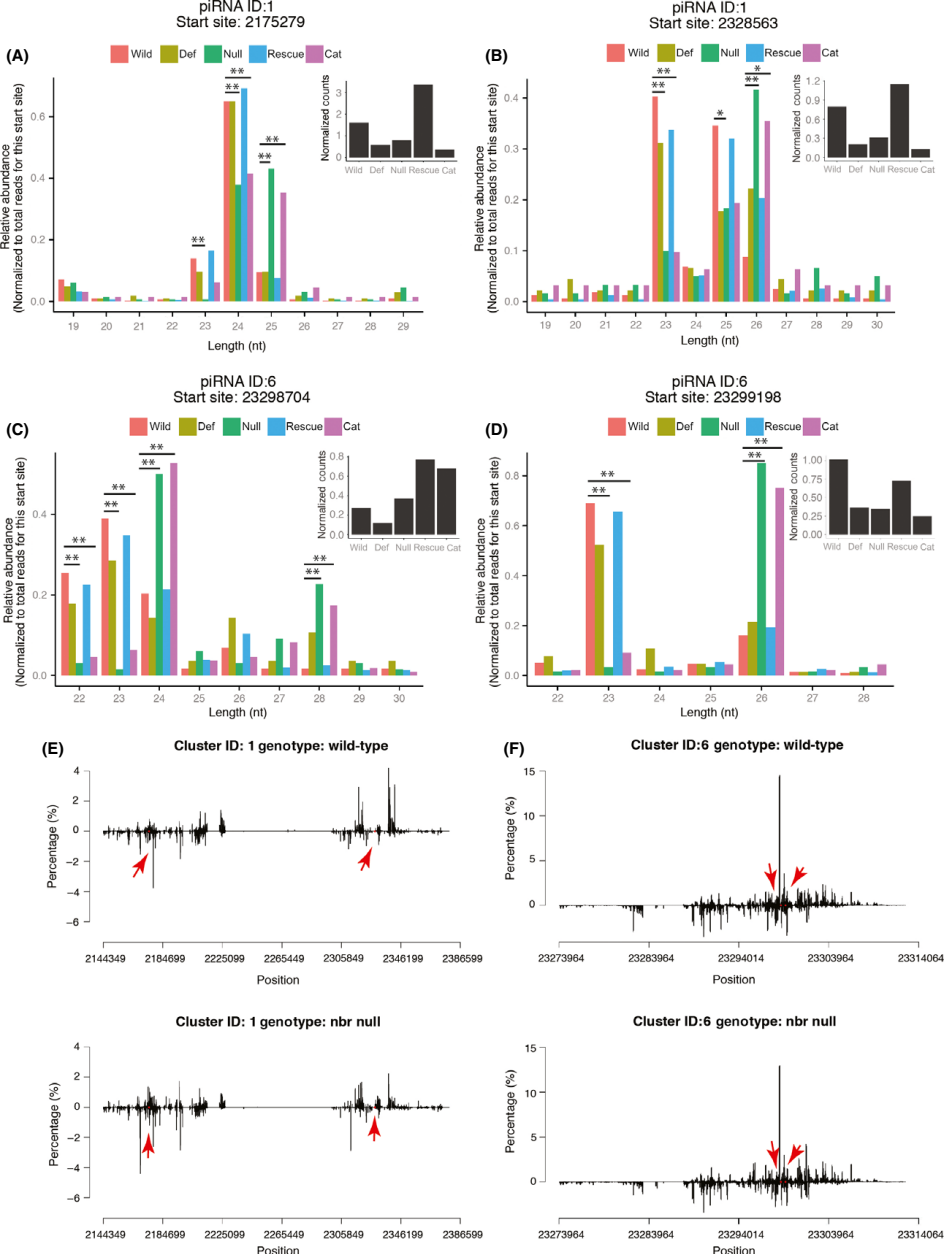
*nbr* affects the length of piRNAs with the same 5′end. A–D. Abundance of piRNA reads with the indicated length relative to the total number of reads originating from that specific piRNA locus and start site. Graphs for piRNA locus 1, start sites (A) 2175279 and (B) 2328563, and piRNA locus 6, start sites (C) 23298704 and (D) 23299198, are highlighted with red dots and arrows in E and F. Insert shows abundance of the specific reads plotted, which is not consistently different for the different genotypes. Start sites are numbered according to the position of the first nucleotide of the reads in the reference chromosome sequence (*dm3 Drosophila* genome assembly). E,F. Density plots of piRNA loci 1 (E) and 6 (F) for wild-type (top panels) and *nbr* null (bottom panels) flies. We observed no significant difference in genomic location of origin or overall read abundance of piRNA loci between the genotypes. The start positions for the piRNA reads that are of different length in *nbr* vs control in A–D are noted with red dots and highlighted with red arrows. Genotypes: wild, wild-type (*w*^*1118*^). def: *nbr* deficiency/+ (*Df(3L)BSC312*/+). null: *nbr* null (*nbr*^*f02257*^*/Df(3L)BSC312*). rescue: *nbr* null with genomic rescue of wild-type *nbr* (*nbr* null; pCaSpeR-*nbr* (wild-type)/+). cat: *nbr* null with genomic rescue with catalytically dead *nbr* (*nbr* null; pCaSpeR-*nbr* (D435A,E437A)/+). The t-statistic describing the ratio of departure in the abundance of piRNA reads compared to the wild-type control was calculated for each specific piRNA locus, start site, and read length. The t-statistic was then converted to the corresponding *P*-value using the sum total of reads being considered as the number of degrees of freedom, and it was adjusted for multiple comparisons using the false discovery rate (≤0.05). In addition, we computed Cohen's d to indicate the effect size. *P < 0.05 compared to wild-type and Cohen's d ≥ 0.6. **P < 0.01 compared to wild-type and Cohen's d ≥ 0.6. Detailed information on all piRNAs with significance is listed in Table S1 (Supporting information).

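The start sites of panels A, B and D were found among the reads by the paper's Cohen's d values, and that of Fig. 5C was not found. The site of Fig. 5B matched every listed value, and that of Fig. 5A did so once reads with an undetermined base from position 16 on were added. The site taken for Fig. 5D is the nearest one, with a largest difference of 0.85% against 13.2% for the next, when only reads of the most common sequence were counted. The values that follow use all reads that share their first 19 nt. The reads of Fig. 5A begin with TTTAAAATTCGGCAGTAGC. Those of 25 nt were 30 of 309 reads in wild-type (9.7%, Wilson 95% interval 6.9 to 13.5), 61 of 130 in *nbr* null (46.9%, 38.6 to 55.5) and 27 of 65 in rescue (cat-dead *nbr*) (41.5%, 30.4 to 53.7). They were 10.3% in *nbr* def/+ and 8.0% in rescue (WT *nbr*), within the wild-type interval (Fisher's exact test, p = 0.847 and 0.389). The reads of Fig. 5B begin with TAGGCCTGGAGCGCAGCGT. Those of 26 nt were 15 of 151 reads in wild-type (9.9%, 6.1 to 15.7), 24 of 50 in *nbr* null (48.0%, 34.8 to 61.5) and 10 of 21 in rescue (cat-dead *nbr*) (47.6%, 28.3 to 67.6). At this shallower site they were 27.3% of 33 reads in *nbr* def/+ (15.1 to 44.2) and 21.2% of 226 reads in rescue (WT *nbr*) (16.4 to 27.0), both above wild-type (Fisher's exact test, p = 0.018 and 0.005). The reads of Fig. 5D begin with TCCAGTAGAGCGCTGAACG. Those of 26 nt were 15.4% of 208 reads in wild-type (11.1 to 20.9), 86.2% of 65 in *nbr* null (75.7 to 92.5), 74.4% of 43 in rescue (cat-dead *nbr*) (59.8 to 85.1), 22.4% of 58 in *nbr* def/+ and 20.8% of 149 in rescue (WT *nbr*). In *nbr* null the d of these lengths was 1.28 at the first site, 1.16 at the second and 2.8 at the last. By the rule for lengthened sites, with these reads the site of Fig. 5A was lengthened and that of Fig. 5B was not, since its 26 nt reads did not pass the thresholds in rescue (cat-dead *nbr*). With only the most common sequence counted, a setting added after the files had been seen, both were lengthened. With *nbr* def/+ as the reference, the d at the site of Fig. 5B fell to 0.52, under the threshold of 0.6.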

piRNAs are predominantly derived from germline cells and associated with Aub, Ago3, and Piwi (Brennecke *et al*., 2007). However, piRNAs are also expressed in somatic cells of the ovary, which are predominantly derived from the flamenco locus (Malone *et al*., 2009). To examine whether the effect of Nbr on piRNAs was tissue specific, we mapped small RNA reads to the flamenco locus as well. This analysis indicated that Nbr loss did not lead to accumulation of long forms of flamenco piRNAs (data not shown). Thus, Nbr predominantly affects the length of piRNAs from germline cells and not somatic cells of the ovary of *Drosophila*.

We next examined individual endo-siRNA loci. Among the 49 endo-siRNA loci identified in *Drosophila* ovaries (Czech *et al*., 2008), none of the loci appeared to be modulated by *nbr* as defined by our statistical threshold (see Methods).

## Discussion

Here, we have characterized the biological function of the *nbr* gene to the organism in *Drosophila* and found that loss of *nbr* leads to age-associated defects of brain degeneration, declining locomotion, and wing postural defects. Although previous studies suggested lethality and sterility were associated with *nbr*, in the studies here we used a combination of the original *nbr* allele in *trans* to a deficiency for the locus. In addition, we rescued the effects of this *nbr* null combination with genomic *nbr* expression transgene, but not by a catalytically dead transgene, confirming association with *nbr* function, and indicating that these defects are indeed associated with the enzymatic activity of Nbr. Some of these defects associated with *nbr* overlap with those of miR-34-5p (brain degeneration, loss of climbing ability, shorter lifespan); however, whether these phenotypes depend on the loss of 3′end trimming of miRNAs and notably miR-34-5p, or other functions of Nbr on small RNAs, awaits further study. We also observed that the *nbr* null animals rescued with the catalytically mutated genomic *nbr* transgene showed a consistent and striking lifespan reduction of ∼50% (M. Abe and N. M. Bonini, unpublished data), suggesting potentially broader roles of Nbr. We note that this effect and the effect on climbing (see Fig4C) are worse with the catalytically dead genomic transgene compared to the null situation. This indicates that there may be residual *nbr* activity for those functions that is worse with the catalytically dead form or that *nbr* functions in a complex with a more severe effect when a catalytically compromised protein is expressed.

Given that Nbr affects the length of not only miRNAs, but also piRNAs, Nbr could potentially trim the 3′ends of a much broader species of RNA substrates, including other long and short noncoding RNAs and mRNAs. It is worth-noting that the potential homologues of the Nbr exonuclease domain in mammals include EXD3 and Werner syndrome protein (WRN) (Liu *et al*., 2011), the latter of which is associated with a premature aging disorder. Even though it is not yet clear whether mammalian WRN impacts 3′end heterogeneity of small RNAs, future studies in mammalian systems might reveal a link between the control of 3′end heterogeneity of small RNAs and aging processes across species.

Ours and others’ studies suggest a model of how Nbr impacts the length of miRNAs (Han *et al*., 2011; Liu *et al*., 2011). In this model, Nbr interacts with Ago1 (miRISC) to trim the 3′end of miRNAs. The findings we present here indicate that Nbr also impacts the length of select piRNAs, leading to their shortening at the 3′end. The current model for piRNA biogenesis suggests that the primary biogenesis starts with the transcription of the piRNA clusters (Guzzardo *et al*., 2013). The 5′end of piRNAs is thought to be defined by an endonuclease Zucchini (Zuc) (Ipsaro *et al*., 2012; Nishimasu *et al*., 2012). Following the loading of the piRNA intermediates into Piwi proteins, a Mg^2+^-dependent 3′ trimming activity is required to generate mature lengths of piRNAs (silkworm *in vitro* assay (Kawaoka *et al*., 2011)).

Based on this model, one possibility is that Nbr, a predicted Mg^2+^-dependent 3′-to-5′ exonuclease, might trim the end of piRNA intermediates to generate different length piRNAs. Our finding that loss of *nbr* gene function affects the length of piRNA reads with the same 5′ start site is consistent with a model in which trimming of the piRNA 3′end occurs after the 5′end has been defined. In considering this model, it is of note that piRNAs and endo-siRNAs are protected at the 3′end by 2′-*O-*methylation, in contrast to miRNAs that are typically unmodified at the 3′end (Czech & Hannon, 2011). Given that 2′-*O-*methylation of small RNAs at the 3′end is protective from 3′end trimming, by this model, Nbr likely trims the 3′end of piRNAs prior to the protection by 2′-*O-*methylation. Alternatively, Nbr might affect the length of piRNAs in a more indirect manner. It is intriguing that the three *Drosophila* Piwi-clade proteins, Piwi, Aub, and Ago3, are loaded with slightly different length piRNAs: Piwi is bound by the longest piRNAs, followed by Aub and Ago3 (Brennecke *et al*., 2007). Given this observation, the change in the length of piRNAs upon *nbr* loss might instead reflect a change in the loading pattern of piRNAs among these different Piwi-clade proteins. Further studies are required to reveal additional mechanistic detail into *nbr* modulation of the length of piRNAs.

Despite the effect of *nbr* on the length of piRNAs, *nbr* loss did not lead to an obvious developmental defect in the ovary or a change in fertility with age, in contrast to other mutations with severe effects on piRNA biogenesis (Lin & Spradling, 1997; Cox *et al*., 1998; Harris & Macdonald, 2001). Rather, our analysis indicates that Nbr has a subtle impact on shaping the piRNA population. This fine-tuned role of *nbr* explains why screens for components of the primary piRNA biogenesis pathway did not identify *nbr* as a candidate (Czech *et al*., 2013; Handler *et al*., 2013; Muerdter *et al*., 2013), as such screens have been focused on genes with dramatic effects. The role of trimming by Nbr on miRNA function has been assessed with the study of miR-34 upon expression of a catalytically mutant form of *nbr* in cultured cells, where miR-34 silencing was compromised by ∼20% (Han *et al*., 2011). The functional impact of *nbr* on piRNA length for their activity may also be similarly fine-tuned; our attempts to define an impact on transposon activity in the ovary failed to reveal an effect (M. Abe and N. M. Bonini, unpublished data). However, it is intriguing that transposons have recently been shown to become mobilized in the adult fly brain with age (Li *et al*., 2013; Perrat *et al*., 2013), and our other studies have indicated a shift with age in the loading of miRNAs between the miRNA RISC and the siRNA RISC (Abe *et al*., 2014), coupled with age-associated defects at the organismal level if the integrity of small RNAs that are loaded into siRISC is compromised. Given the impact of *nbr* on age-associated biological processes and the modulation of small RNA loading with age revealed by our earlier study of trimmed RNAs (Abe *et al*., 2014), there may be additional roles of *nbr* on small RNA populations in the brain with age.

## Materials and methods

### Fly stocks

Flies were grown in standard cornmeal molasses agar medium at 25 °C. *nbr*^*f02257*^ (FlyBase ID: FBti0050491) and *nbr* deficiency line (*Df(2L)BSC312*/CyO) (FlyBase ID: FBst0024338) were obtained from the Bloomington Stock Center. *nbr*^*f02257*^ line was backcrossed into a homogenous wild-type background (Bloomington Stock Line 5905 (BL5905), FlyBaseID: FBst0005905, *w*^*1118*^) for five generations. All lines used were generated or crossed into the same wild-type background, to maintain a homogenous and consistent background for all assays.

### Genomic *nbr* transgenic flies

Wild-type, HA-tagged (C-terminus of Nbr), and the catalytically mutated (D435A,E437A) *nbr* transgenes, which include ∼650 bp upstream and ∼150 bp downstream of *nbr* ORF, were generated by PCR and cloned into pCaSpeR4 vector. Because of unanticipated difficulties on amplifying the entire region of *nbr* locus with a single PCR reaction, we amplified the genomic *nbr* region with the combination of regular PCR from genomic DNA (BL 5905) and overlapping PCR to eventually amplify the whole *nbr* genomic region (∼3.2 kb) using the primers, 5′-TAAGAAGCGATCTGCGGAAT-3′ and 5′-TGCGGTTTCGTCTTCCTGAT-3′. The concept of overlapping PCR is described in Young & Dong (2004) and Xiong *et al*. (2006). Based on this wild-type genomic *nbr* sequence, we inserted 1 ×  HA tag sequence at the C-terminus, as well as inserted mutations (D435A,E437A) in the exonuclease domain by additional PCRs. The genes were then subcloned into pCaSpeR4. Constructs were sequence-verified. Genomic constructs were prepared by maxi-prep (Qiagen, Germantown, MD, USA) and injected into BL5905 (*w*^*1118*^) (Genetic Services, Cambridge, MA, USA), and transgenic flies were selected and maintained over the TM6C,Sb balancer chromosome.

### Nbr antibody

A rabbit polyclonal antibody against the Nbr protein was developed using a synthetic peptide of residues 10-23 (C-AIPAGFESDEENME) (ProSci Incorporated, Poway, CA, USA). The serum was affinity-purified to enrich for IgG directed to the Nbr peptide antigen. For Western immunoblots, the purified antibody was used at 1/2000.

### Western immunoblots

Fly tissues were resuspended in RIPA buffer, followed by grinding and centrifugation to remove debris. The supernatant was measured by Bradford assay, and 25–50 μg of protein in NuPAGE LDS sample buffer (4x) (NP0007, Life Technologies, Carlsbad, CA, USA) was loaded in each lane. NuPAGE Novex 4-12% Bis-Tris gel (#NP0321BOX, Life Technologies, Carlsbad, CA, USA) were loaded and run in 1xNuPAGE MES SDS Running Buffer (#NP0002, Life Technologies, Carlsbad, CA, USA). Western transfer was performed on PVDF membrane, followed by blocking in 5% milk/TBST for 1 h at 4 °C. The membrane was incubated with primary antibody (anti-Nbr, 1/2000) at 4 °C overnight. After washing the membrane in TBST buffer 3 times (5 min each), the membrane was incubated with secondary antibody (goat anti-rabbit IgG-HRP, #sc-2030, Santa Cruz Biotechnology, Inc., Dallas, TX, USA) at 4 °C for 2 h. The membrane was washed in TBST 3 times (5 min each), followed by signal development by Pierce ECL plus Western Blotting Substrate (#32132; Thermo Fisher Scientific, Waltham, MA, USA). The image was scanned by Fujifilm LAS-3000 Imager (Fujifilm, Tokyo, Japan).

### Immunohistochemistry

Ovaries were dissected in PBS, followed by fixation in 4% paraformaldehyde in PBS for 20 min at room temperature. After washing with PBST (PBS + 0.2% Triton X-100) twice, the ovaries were permeabilized in PBST-5 (PBS + 0.5% Triton X-100 with 5% goat serum). After washing once with PBST-B (PBS + 0.2% Triton X-100 + 1% BSA), the ovaries were incubated with primary antibody (1:150, rat monoclonal anti-HA: 3F10, #11867423001, Roche, Indianapolis, IN, USA and rabbit anti-Ago3 (1:1000) (Brennecke *et al*., 2007)) in PBST-B at 4 °C overnight. Washing was performed in PBST 3 times, 2 min each at room temperature, followed by 20 min wash in PBST 3 times and 2 min wash in PBST-B once at room temperature. The ovaries were incubated with secondary antibody Alexa Fluor 488 goat anti-rat IgG (H+L) (1:100, #A-11006, Life Technologies) in PBST for 2 h at 4 °C. After secondary antibody incubation, washing was performed in PBST three times, 2 min each at room temperature, followed by 20 min wash in PBST three times and 2 min wash in PBST-B once at room temperature. After washing, the ovaries were carefully separated on slides by fine forceps and mounted with Vectashield mounting medium with DAPI (#H-1200; Vector laboratories, Burlingame, CA, USA).

### Small RNA Northern hybridization

Total RNA was extracted from fly tissues using Trizol Reagent (#15596-018, Life Technologies), following the manufacturer's protocol. Total RNA of 3–10 μg depending on the experiment were loaded per lane onto 15% TBE-urea gels (#EC6885BOX, Life Technologies Carlsbad, CA, USA), and run for 90 min at 180 V, followed by the transferring to nylon membrane (Hybond N+, GE Healthcare, Piscataway, NJ, USA). After UV cross-linking and prehybridization (50 °C, 1 h), the membranes were hybridized with P^32^-labeled probes overnight at 50 °C. Two DNA oligonucleotides were annealed to obtain the template for each RNA probe. The DNA oligonucleotides used to make probe templates were miR-34-5p (5′-GAT AAT ACG ACT CAC TAT AGG GAG A-3′/5′-AAA AAA TGG CAG TGT GGT TAG CTG GTT GTG TCT CCC TAT AGT GAG TCG TAT TAT C-3′) and 2S rRNA (5′- GAT AAT ACG ACT CAC TAT AGG GAG A-3′/5′-TGC TTG GAC TAC ATA TGG TTG AGG GTT GTA TCT CCC TAT AGT GAG TCG TAT TAT C-3′). Probe syntheses were performed by *in vitro* transcription using MAXIscript T7 Kit (#AM1312, Life Technologies, Carlsbad, CA, USA), supplemented with P^32^-α-UTP.

### Small RNA deep sequencing

Ovaries were dissected in PBS, and 40ug total RNA was prepared from 4 to 7d ovaries of wild-type, *Df(2L)BSC312*/+, *nbr* null (*nbr*^*f02257*^*/Df(2L)BSC312*), wild-type rescue (*nbr* null; pCaSpeR-*nbr* (WT)), and catalytically dead rescue (*nbr* null; pCaSpeR-*nbr* (D435A,E437A)), using Trizol Reagent (#15596-018, Life Technologies Carlsbad, CA, USA) following the manufacturer's protocol. The small RNAs between ∼16 and ∼29 nt in size were purified from 15% TBE-urea gel (#EC6885BOX, Life Technologies Carlsbad, CA, USA). Small RNA libraries were prepared using Illumina's TruSeq small RNA sample preparation kit (#RS-200-0012, Illumina, Inc. San Diego, CA, USA), following the manufacturer's protocol. The libraries were sequenced on HiSeq2000 platform (Illumina, San Diego, CA, USA).

### Held-up wing analysis

Adult male flies were collected on the day of eclosion, aged at 25 °C with 15 flies per vial, and transferred to new fly food vials every other day. At each time point, the number of flies with held-up wings was scored. Wing posture was scored on awake, unanesthetized animals. Thirty flies were used for each genotype/time point, and the average of three independent experiments was calculated.

### Climbing assay

Adult male flies were collected on the day of eclosion, aged at 25 °C with 15 flies per vial, and transferred to new fly food vials every other day. For the climbing assay, flies aged to specific time points were incubated in the dark at room temperature for 30 min, followed by transferring into 14-ml polystyrene round-bottom vial (Falcon). Under red light, flies were gently banged to the bottom, and the percentage of flies that successfully climbed higher than 2.5 cm from the bottom of the vial in 10 s was recorded. Three scorings were performed for each genotype/time point in each biological replicate, and the average was calculated. Approximately 30 flies for each genotype/time point were used for each experiment. Three independent experiments were performed in total.

### Brain paraffin sections

Adult female heads (3d and 30d) were used for paraffin sections as described (Liu *et al*., 2012; Abe *et al*., 2014). Brain vacuoles were counted in the whole area of each brain section except retina, through five continuous frontal sections, starting from the center section (defined as the section in which the brain occupies the largest region, and the esophagus is obvious) toward posterior direction.

### Computational analyses

#### Alignment

Trimming of the adapter sequences from the obtained reads was performed by an in-house script (S. Fisher and J. Kim). The trimmed reads were then aligned to the *dm3* (BDGP Release 5) genome assembly of *Drosophila melanogaster* using the RUM pipeline (Grant *et al*., 2011). We set RUM to use 0 mismatches while aligning using Bowtie (Langmead, 2010) and 100% identity for Blat (Kent, 2002). GEO number for libraries is GSE50055.

#### Mapping to small RNAs

miRNA stem-loop sequences were obtained from miRBase. Genome coordinates of piRNA loci in *Drosophila* ovaries were obtained from Brennecke *et al*. (2007). Endogenous siRNA loci in *Drosophila* ovaries were obtained from Czech *et al*. (2008). Only the uniquely mapped reads with no mismatches and length ranging from 19 to 31 nt that mapped to each small RNA locus were counted. To control for sequencing depth, the read counts for each locus were normalized by dividing them with the total small RNA read number in each library after trimming. In addition to enumerating the total number of reads mapping to each small RNA locus, we also quantified the read counts for each unique isoform.

#### Length distribution and density plot of piRNAs and endo-siRNAs

We only considered the small RNA loci that were expressed in all of the five genotypes and comprised of reads belonging to two or more length categories (19–31 nt) with a total read count of ≥5 in at least one of the genotypes. Then for each of the genotypes, for each small RNA locus, and for each origin position within that locus, we computed the *t*-statistic for every length category present to measure the departure of the fraction of reads of a given length from that of wild-type. The *t*-statistic is the ratio of the difference between the observed value and the expected value to the standard error. The *t*-statistic was converted to the *P*-value, and we then identified significant upward and downward peaks in the distribution (FDR ≤ 0.05 and effect size indicated by Cohen's d ≥ 0.6 which corresponds to a moderate-to-large effect (Cohen, 1988)). Small RNAs whose long isoforms significantly increased in abundance in *nbr* null and catalytically dead *nbr* rescue genotypes compared to wild-type control, and whose long isoforms did not increase significantly in *nbr* def/+ and *nbr* wild-type rescue genotypes compared to wild-type control, were considered to be affected by *nbr*. A detailed list of start positions, the effect of increase length or decreased length, Cohen's d value, and *P*-values are given in Table S1 (Supporting information).

#### miRNA ratio plot

For generating miRNA ratio plot, the most abundant isoform from each 5p and 3p arm of each miRNA stem-loop was first identified. The fraction of the most abundant isoform among all the isoforms starting with the same 5′ nt position was calculated in wild-type and *nbr* null. Finally, the ratio of the wild-type and *nbr* null fractions was calculated by dividing *nbr* null/wild-type fraction (‘Ratio *nbr* null/wild-type’, *y*-axis of Figure S2). Only miRNA isoforms with > 70 raw reads in both wild-type and *nbr* null are shown in the graph (Figure S2).

### Egg-lay count

The effect of *nbr* loss-of-function mutation versus *nbr* wild-type rescue on female fecundity was examined by counting eggs laid each day by single females over a 40-day time course. A standard cornmeal/molasses medium was poured into lids of 35 × 10 mm tissue culture dishes which served as egg-laying plates that were taped to the bottom of cages made from *Drosophila* culture bottles with multiple small holes punched in to provide ventilation. Single females of the *nbr* null genotype (*nbr*^*f02257*^/*Df(2L)BSC312*) and *nbr* wild-type rescue (*nbr*^*f02257*^/*Df(2L)BSC312*; pCaSpeR-*nbr*) were placed in cages with the plates sprinkled with active yeast to promote egg laying. The plates were replaced every day and eggs laid over 24-h periods were counted.

# Supplementary material for: The exonuclease Nibbler regulates age-associated traits and modulates piRNA length in Drosophila
**Source:** Aging Cell. 2015 Mar 6;14(3):443–52. doi: 10.1111/acel.12323
**Supplement:** Supplementary file 1

**Supplementary Table S1: piRNA lengths affect by *nbr***

|     |          |    |               |             |             |
|-----|----------|----|---------------|-------------|-------------|
| 68  | 3535176  | 23 | downregulated | 0.849651174 | 0.010992816 |
| 68  | 3535176  | 26 | upregulated   | 0.824691614 | 0.014467077 |
| 68  | 3535325  | 23 | downregulated | 0.842968883 | 4.07E-05    |
| 68  | 3535325  | 24 | downregulated | 0.775257952 | 9.01E-05    |
| 68  | 3535325  | 26 | upregulated   | 0.780686442 | 8.02E-05    |
| 68  | 3535325  | 27 | upregulated   | 1.076651687 | 1.38E-07    |
| 70  | 1217116  | 24 | downregulated | 1.395118652 | 8.98E-16    |
| 70  | 1217116  | 25 | upregulated   | 1.193024645 | 2.62E-12    |
| 72  | 1878839  | 23 | downregulated | 1.335092334 | 0.010969304 |
| 72  | 1878839  | 24 | upregulated   | 1.411473912 | 0.007453188 |
| 72  | 1878841  | 25 | downregulated | 2.131567097 | 0.003053047 |
| 72  | 1878841  | 26 | upregulated   | 1.352887469 | 0.044738256 |
| 72  | 1883079  | 23 | downregulated | 1.010755789 | 0.000216515 |
| 72  | 1883079  | 25 | upregulated   | 0.880776352 | 0.001532509 |
| 72  | 1885227  | 23 | downregulated | 1.707273716 | 5.71E-16    |
| 72  | 1885227  | 27 | upregulated   | 1.535275278 | 1.21E-13    |
| 72  | 1885773  | 24 | downregulated | 1.418021378 | 3.60E-09    |
| 72  | 1885773  | 29 | upregulated   | 0.604159171 | 0.013904241 |
| 73  | 872503   | 25 | downregulated | 1.126258492 | 0.001864642 |
| 73  | 872503   | 26 | downregulated | 0.68251455  | 0.045703783 |
| 73  | 872503   | 27 | upregulated   | 1.385161684 | 0.000134156 |
| 73  | 872524   | 23 | downregulated | 1.0834538   | 0.034740044 |
| 73  | 872524   | 24 | upregulated   | 1.98521313  | 0.000147201 |
| 75  | 24255481 | 26 | downregulated | 0.986463696 | 7.22E-07    |
| 75  | 24255481 | 29 | upregulated   | 0.824190813 | 3.50E-05    |
| 76  | 77590    | 22 | downregulated | 2.175525031 | 0.001732967 |
| 76  | 77590    | 25 | upregulated   | 1.936248307 | 0.004724204 |
| 88  | 1687559  | 24 | downregulated | 1.45201389  | 0.000527457 |
| 88  | 1687559  | 27 | upregulated   | 1.147523798 | 0.006896023 |
| 88  | 1706992  | 24 | downregulated | 1.812118103 | 3.43E-11    |
| 88  | 1706992  | 28 | upregulated   | 0.870614114 | 0.001116941 |
| 89  | 842419   | 24 | downregulated | 1.310044904 | 0.000630916 |
| 89  | 842419   | 25 | upregulated   | 0.912908768 | 0.01927924  |
| 96  | 2179896  | 24 | downregulated | 1.154875977 | 0.000139946 |
| 96  | 2179896  | 27 | upregulated   | 0.988091787 | 0.001247902 |
| 97  | 21143634 | 23 | downregulated | 0.952397587 | 1.12E-05    |
| 97  | 21143634 | 24 | downregulated | 0.762776624 | 0.000278295 |
| 97  | 21143634 | 27 | upregulated   | 1.315465874 | 1.90E-09    |
| 100 | 2200505  | 24 | downregulated | 3.940438457 | 3.12E-38    |
| 100 | 2200505  | 27 | upregulated   | 3.076468246 | 1.44E-29    |
| 118 | 6216835  | 25 | downregulated | 2.824874939 | 2.98E-09    |
| 118 | 6216835  | 26 | upregulated   | 1.500695406 | 0.000344595 |
| 118 | 6217209  | 25 | downregulated | 0.648337395 | 0.001356742 |
| 118 | 6217209  | 26 | upregulated   | 0.785699389 | 7.00E-05    |
| 131 | 1180963  | 24 | downregulated | 0.772322531 | 0.047769541 |
| 131 | 1180963  | 25 | downregulated | 1.372735874 | 0.000469675 |
| 131 | 1180963  | 27 | upregulated   | 1.225902494 | 0.001924062 |

**Column 1:** piRNA IDs from Brennecke et al. 2007

**Column 2:** start position in reference genome version dm3 (BDGP Release 5)

**Columns 2 and 3:** significant based on FDR  $\leq 0.05$  and Cohen's  $d \geq 0.6$ .

# Supplementary material for: The exonuclease Nibbler regulates age-associated traits and modulates piRNA length in Drosophila
**Source:** Aging Cell. 2015 Mar 6;14(3):443–52. doi: 10.1111/acel.12323
**Supplement:** Supplementary file 2

***Supplemental Material for:***

**The exonuclease Nibbler regulates**

**age-associated traits AND MODULATES**

**piRNA length in *Drosophila***

Virzhiniya L. Feltzin^1,$^, Mugdha Khaladkar^1,2,$^, Masashi Abe^1,$^ ,

Michael Parisi^1^, Gert-Jan Hendriks^1*^,

Junhyong Kim^1,2^, and Nancy M. Bonini^1^^.

**

**^$^ These authors contributed equally and should be considered co-first authors.**

**
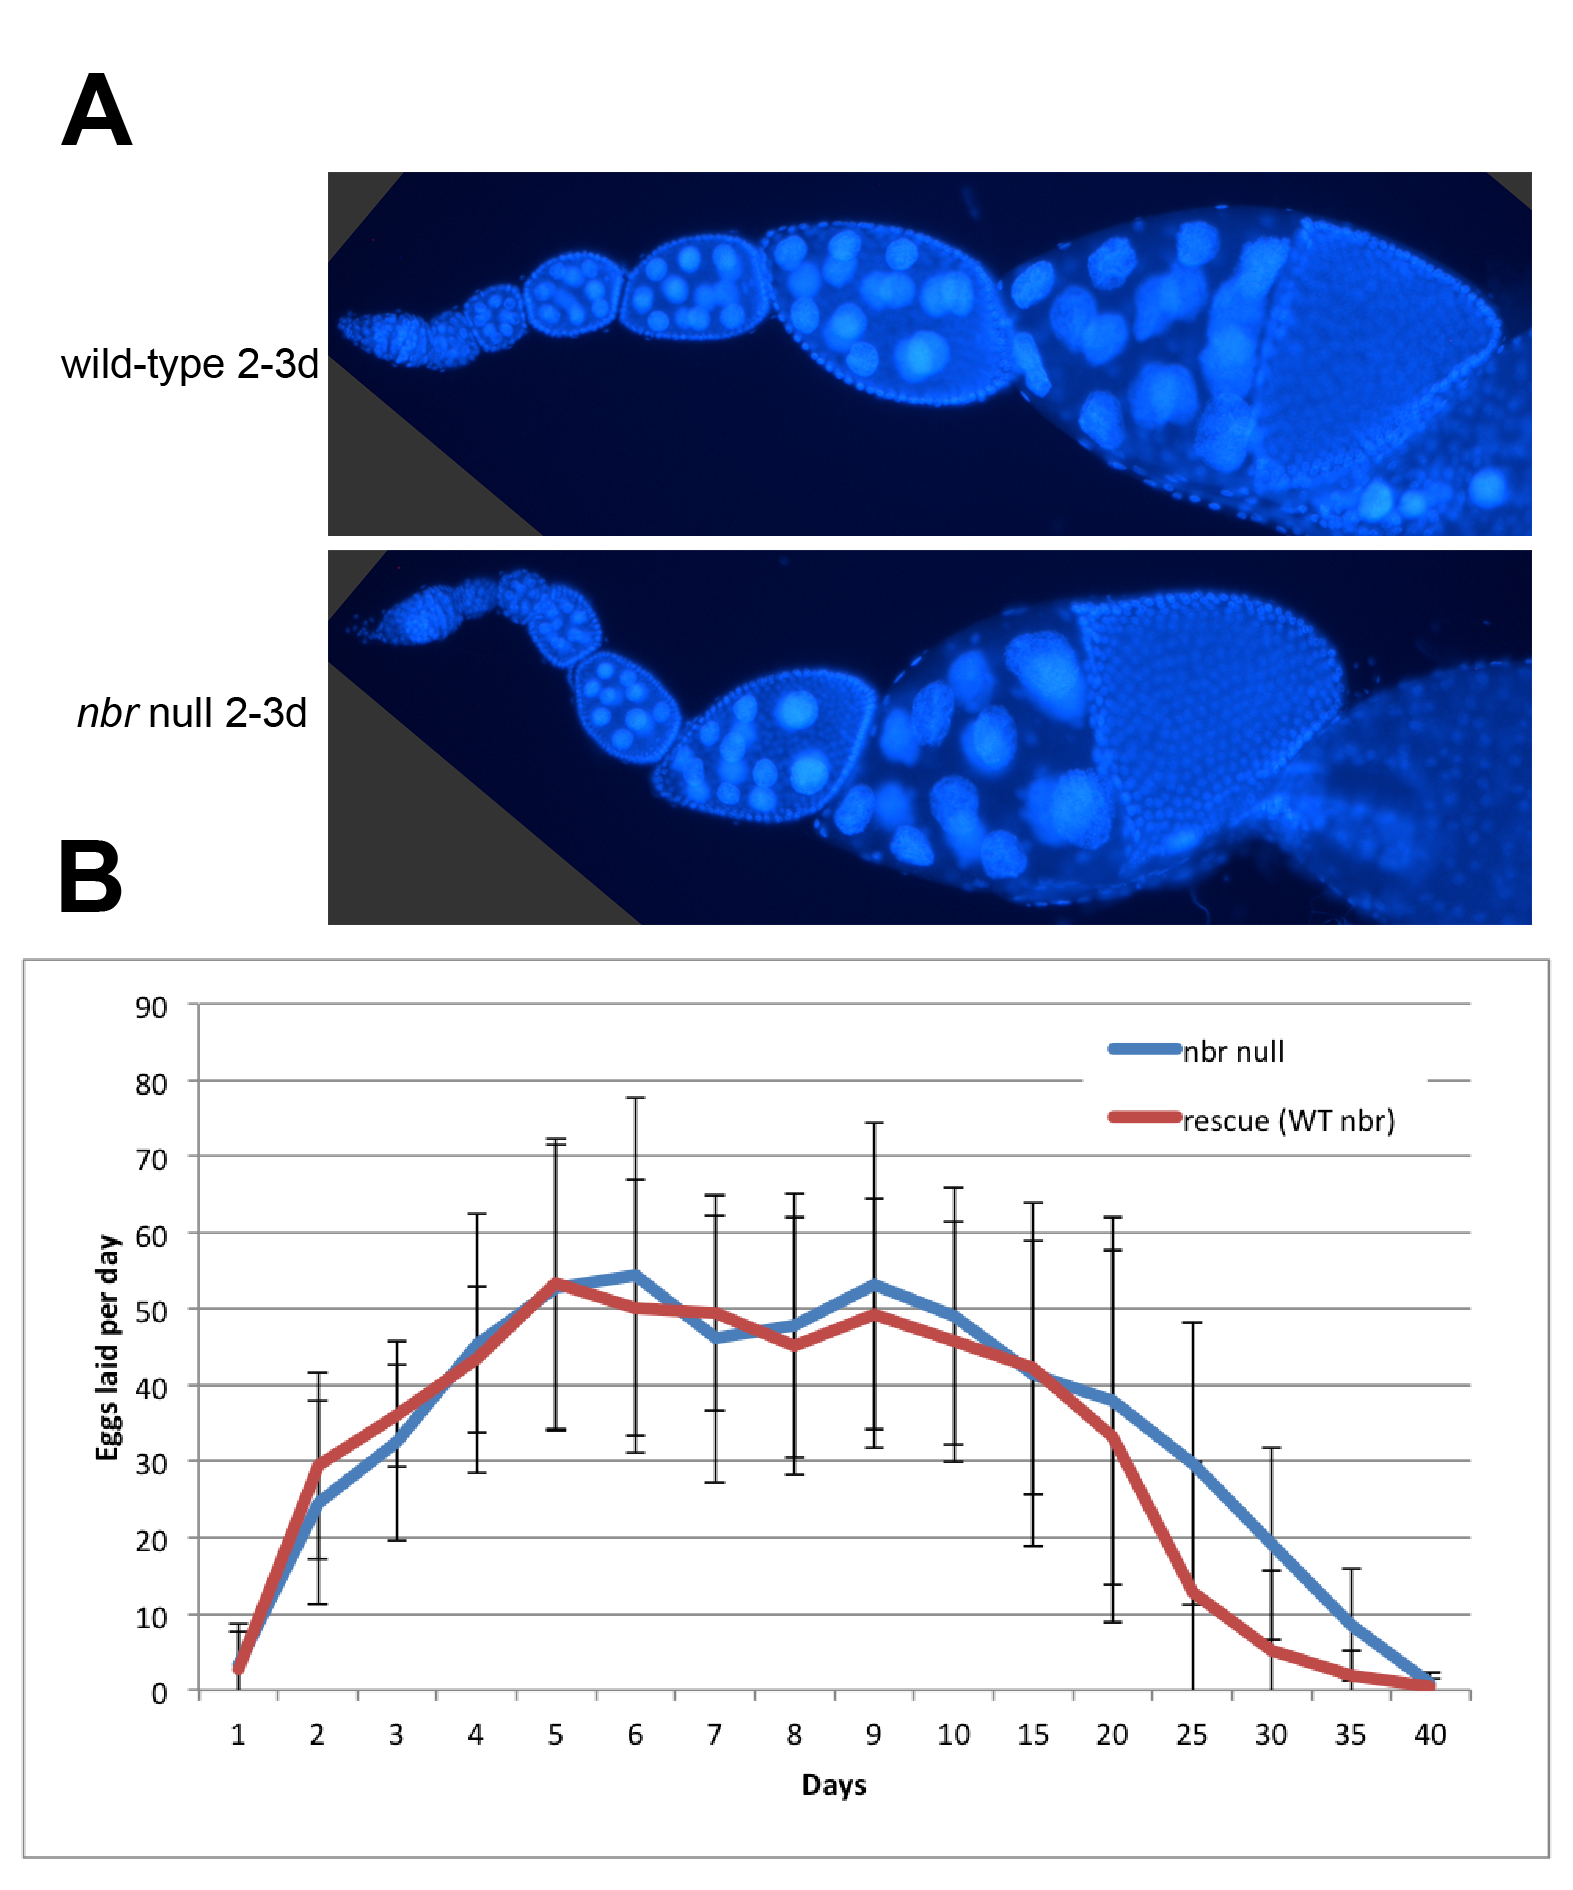
**

**Figure S1. Nbr null females have normal ovaries and normal fecundity with age.**

A. Hoechst staining of whole mount preparations of ovarioles from wild-type and *nbr* null (*nbr*^f02257^/*Df(2L)BSC312*), from 2~3d female flies. The ovaries of *nbr* null animals look normal. B. Count of eggs laid per day by *nbr* null (*nbr*^f02257^/*Df(2L)BSC312*) and *nbr* wild-type rescue (*nbr*^f02257^/*Df(2L)BSC312*; pCaSper-*nbr*) females. Loss of function of *nbr* has no effect on female egg laying initially or with age. For *nbr* null females, n=14; for *nbr* wild-type rescue females, n=15.

**
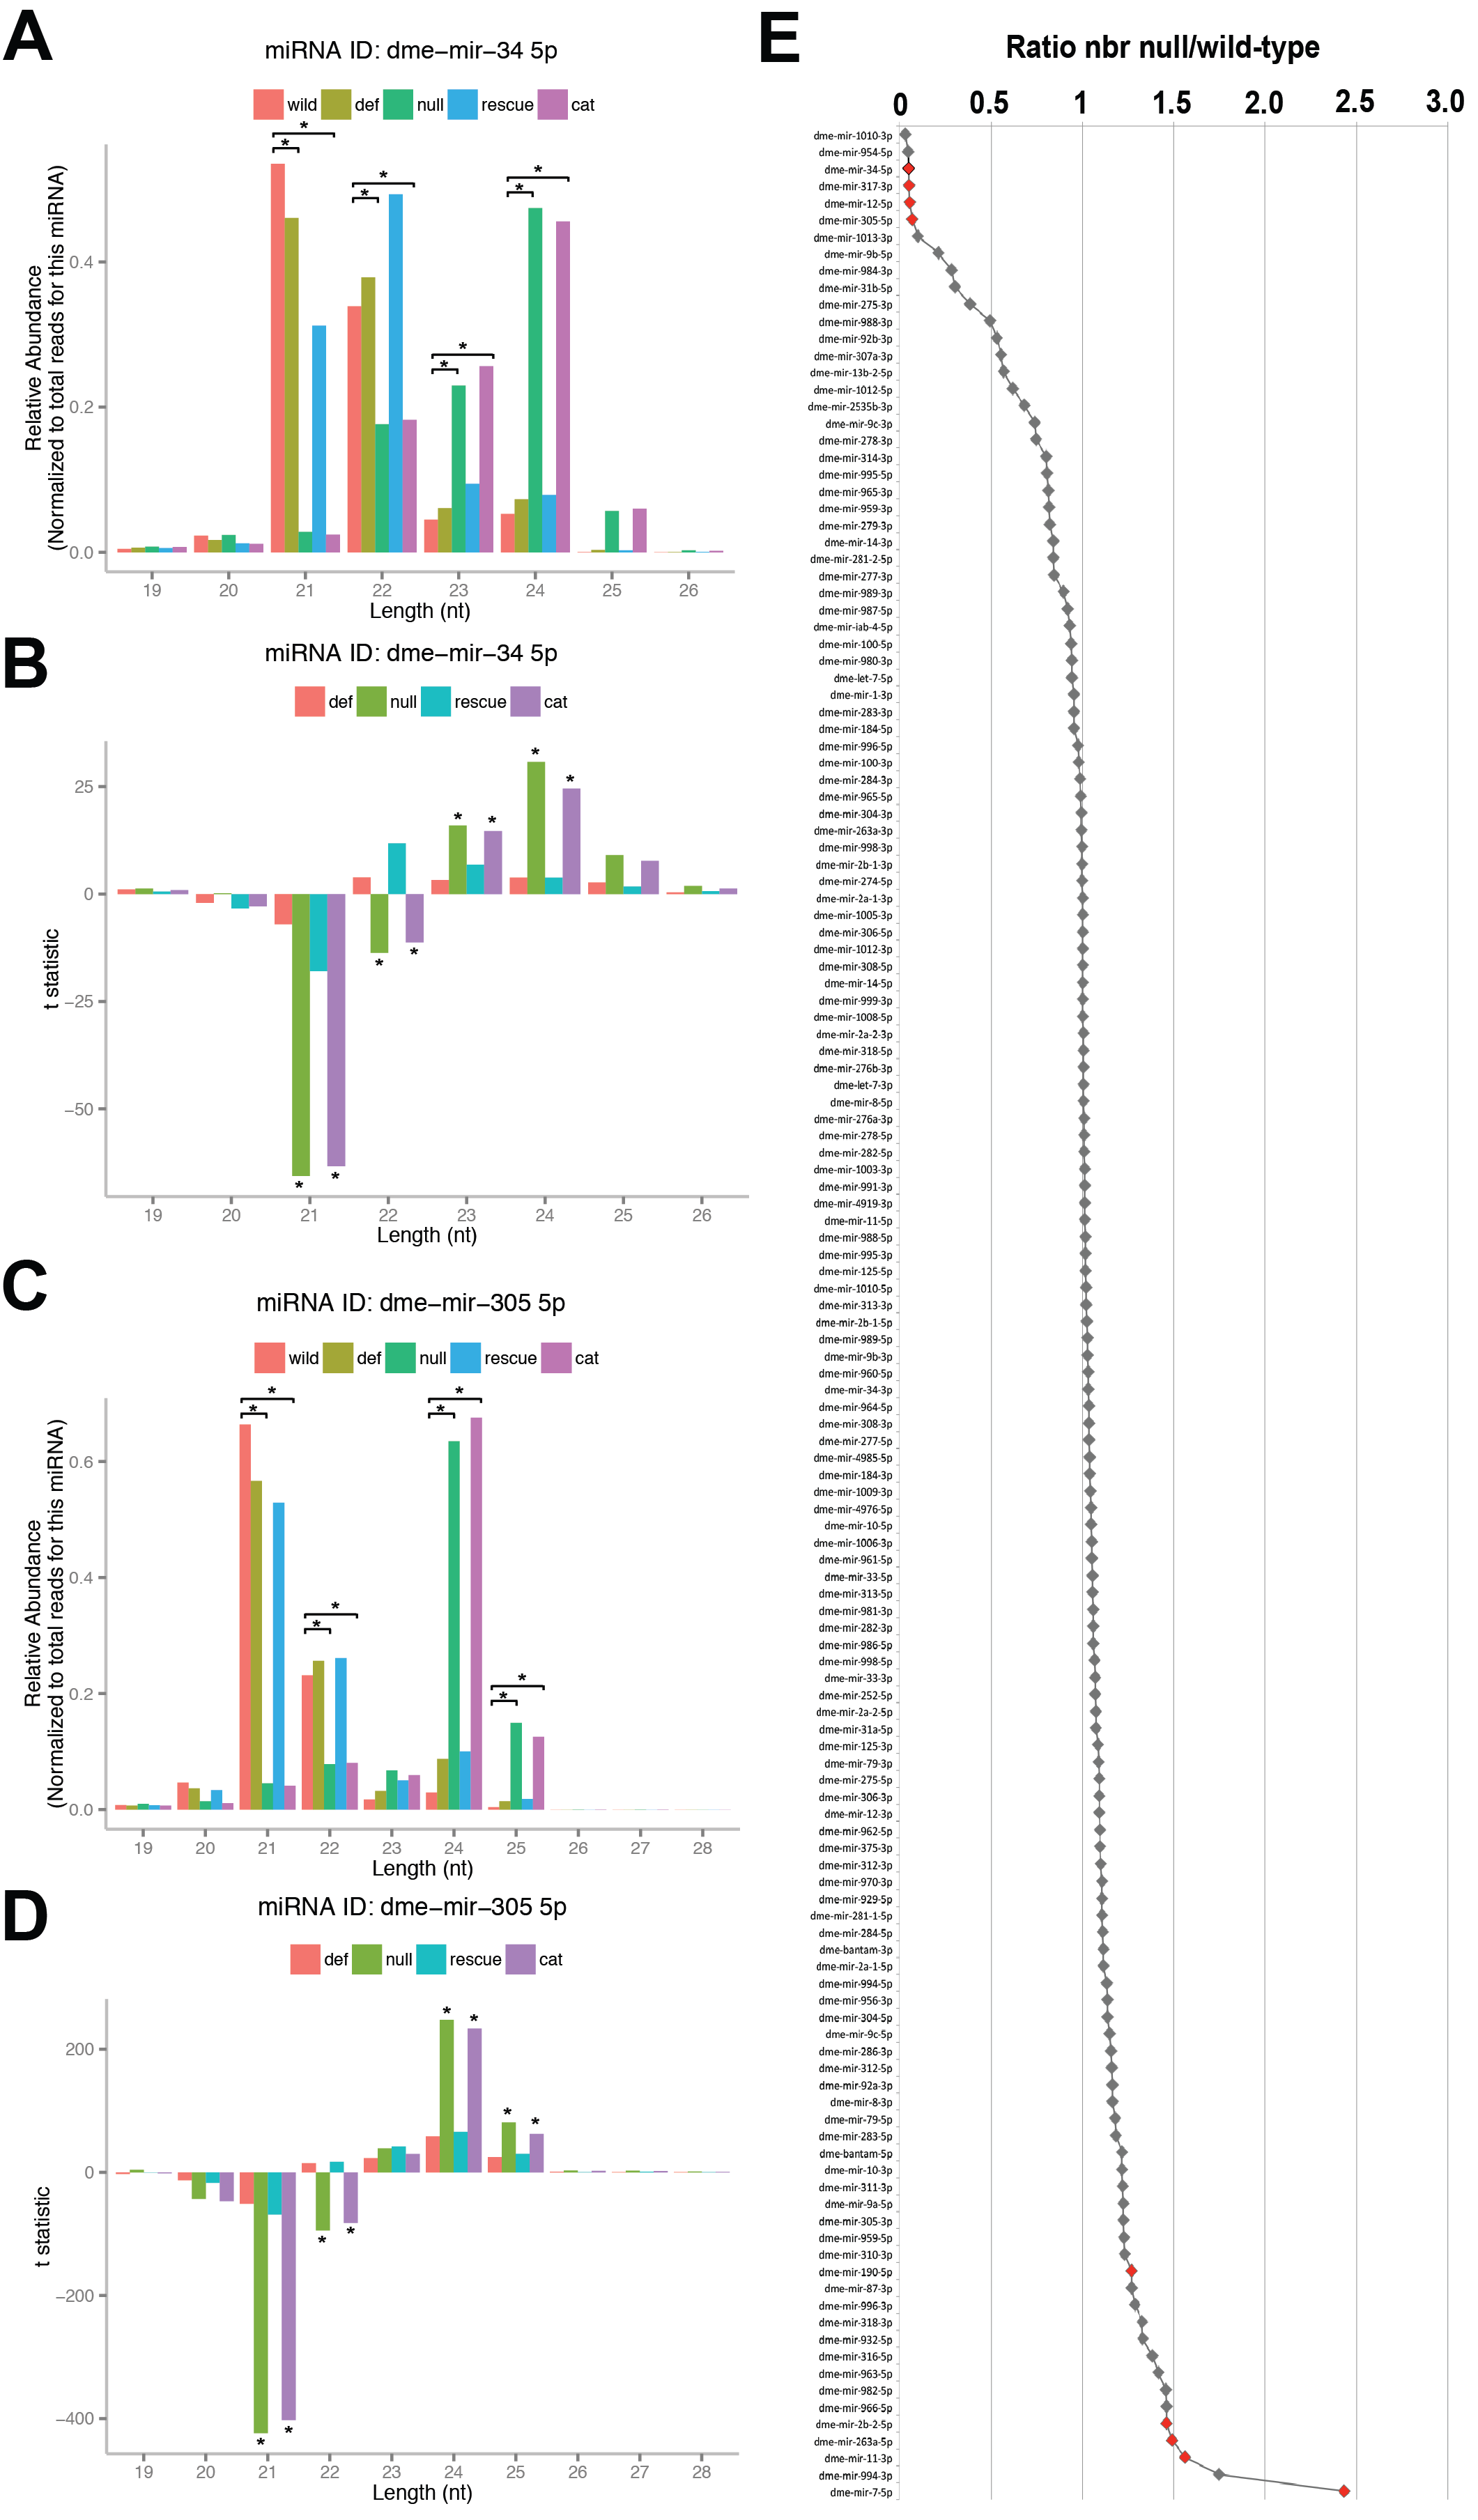
**

**Figure S2. Length distribution of select miRNAs in ovary deep-sequencing libraries.** A,B. Abundance of different length isoforms for the miRNAs miR-34-5p and miR-305-5p relative to the total number of reads for that miRNA in the five studied genotypes. C,D. t-statistic describing the ratio of the departure in the abundance of different length isoforms of miR-34-5p and miR-305-5p in ovaries of experimental genotype flies compared to wild-type ovaries. The t-statistic was converted to the p-value in the same manner as in Figure 5. E. Plot of miRNA length ratios for *nbr* null (*nbr*^f02257^/*Df(2L)BSC312*) compared to wild-type ovaries. For each miRNA, the ratio of the abundance of the most frequent length isoform to that of all other isoforms starting with the same 5' nt position was calculated in wild-type and *nbr* null. The ratio in *nbr* null was divided by the ratio in wild-type to generate the "Ratio *nbr* null/wild-type" value as shown on the Y-axis. miRNAs with a high or low null/wild-type ratio are those whose isoform distribution is predicted to be affected in *nbr* null compared to wild-type. Red diamonds highlight those miRNAs that were experimentally verified as affected in a previous study of *nbr* (Liu et al. 2011). We note that the ratio for each miRNA may be different than the ratio reported in the previous Liu et al (2011) study, due to a different precise miRNA length isoform being most abundant in the respective libraries. The graph is intended to highlight potential Nbr-dependent miRNAs, which are those with extreme ratios. Genotypes tested: wild: wild-type (w^118^) def: *nbr* deficiency/+ (*Df(3L)BSC312*/+), null: *nbr* null (*nbr^f02257^/Df(3L)BSC312*)*,* rescue: rescue with wildtype *nbr* (*nbr* null; pCaSper-*nbr* (wild-type)), and cat: rescue with catalytically-dead *nbr* (*nbr* null; pCaSper-*nbr* (D435A,E437A)). *p<0.01 compared to wild-type control.

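The isoforms of miR-34-5p were counted as reads that match TGGCAGTGTGGTTAGCTGGTTGTG from its first nucleotide, as a share of all such reads of 19 to 24 nt. In wild-type the 21 nt isoform was the most common, with 53.6% of 6189 reads (Wilson 95% interval 52.4 to 54.9), followed by 22 nt with 34% (32.8 to 35.2). In *nbr* def/+ they held 46.3% and 38.1% of 3410 reads. In *nbr* null the 24 nt isoform was the most common, with 51.0% of 1289 reads (48.2 to 53.7), and 23 nt held 24.6% (22.3 to 27.0) and 21 nt 2.9% (2.2 to 4.0). In rescue (cat-dead *nbr*) the 24 nt isoform held 49.1% of 878 reads (45.8 to 52.4), 23 nt 27.4% and 21 nt 2.5%. In rescue (WT *nbr*) 22 nt was the most common length, with 49.6% of 1860 reads (47.3 to 51.8), above 21 nt with 31.4% (29.3 to 33.5), and 24 nt held 7.9% (6.8 to 9.2). Reads that run past nucleotide 24 were left out because the hairpin sequence was not available. With tails of up to 3 nt counted by their full length, the reads of 23 nt or more rose furthest in *nbr* null, to 79.1%.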

How the deposited data were processed for this re-analysis (not part of the article)

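Small RNA from ovaries of 5 genotypes was sequenced, with 1 library per genotype. The authors removed the adapters, kept reads of 16 to 35 nt and collapsed identical reads, and the deposited files give the count of each distinct read sequence, without alignment or normalization. The libraries held 155764138 trimmed reads in wild-type, 148426322 in *nbr* def/+, 141615272 in *nbr* null, 176080916 in rescue (WT *nbr*) and 143200247 in rescue (cat-dead *nbr*). Since no genotype has a replicate, no model with a replicate error was fitted. Fisher's exact tests and the Wilson 95% intervals of shares of reads describe the sampling of reads only. The Wilson intervals of shares of start sites describe the sampling of sites and treat the sites as independent. Some start sites overlap, so these intervals may be too narrow.

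The paper aligned the reads to dm3 and assigned them to known piRNA clusters. The reference given here was the Ensembl annotation, release 115, of BDGP6.54, without a genome sequence, so no read was aligned and no coordinate was converted. As planned for that case, a start site was the set of reads that share their first 19 nt. Reads of 19 to 31 nt were used, and reads with an undetermined base, between 0.07% and 1.34% of a library, were left out. There were 9994889 such sets, of which 516967 had reads in every genotype and at least 5 reads in one. Sites of which the most common length was 23 to 29 nt were used in place of clusters, a choice made after the files arrived and before any count of lengthened sites was made. Start sites in 2S rRNA and miR-34-5p were left out. Other rRNA, tRNA, snRNA, snoRNA and miRNA reads and reads from repeated sequences were not removed, since that needs a genome sequence.

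The statistic follows the paper's methods. A pseudocount of 1 was added to each length seen at a site. The difference in the fraction of a length from wild-type was divided by its binomial standard error. For p, the degrees of freedom were the site's reads in the genotype with the pseudocounts added. The Benjamini-Hochberg adjustment was made over the lengths of 1 site, with an FDR of at most 0.05 and a Cohen's d of at least 0.6. The details that the methods leave open were chosen by comparing 512 combinations with the d values of Table S1 after the files had been seen. Only 2 combinations found any listed site. Both have the same pseudocount, standard error and degrees of freedom, and this form was used throughout, so it was fitted to the paper's table. They differ in the reads, and 92 sites were found with only the most common sequence of each start site and 4 with all reads that share their first 19 nt. The main values use all reads that share their first 19 nt, as set before the files arrived, and the most common sequence only is an alternative.

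The sites of Table S1 were to be found by the spacing of their positions, which needs aligned reads. They were found instead by their d values, to a relative tolerance of 2e-08. With all lengths used and only the most common sequence of each site counted, 92 of 218 sites were found. Leaving out up to 5 of the shortest lengths and adding reads with an undetermined base from position 16 on raised this to 123. These steps were chosen after the files had been seen, and other limits for the position of the undetermined base were tried and found no more sites.

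The named start sites follow a rule set before the files arrived, which takes the sites of Fig. 5A to D where found and the 5 lengthened sites with the largest d in *nbr* null among those with at least 100 reads in every genotype. Mean read length was compared at sites with at least 20 reads in every genotype. miR-34-5p was counted by exact match from its 5′ end, up to its 24 nt. Its sequence and that of 2S rRNA were taken from the paper's Northern blot probes.

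The scripts were tested on simulated data with depths taken from real sites. The sites made longer or shorter were drawn from those with at least 100 reads in every genotype. The unchanged ones were drawn from all remaining piRNA-sized sites. The rates for changed sites therefore do not hold for the shallower sites, which are most of those tested. Of 200 sites made longer in *nbr* null and rescue (cat-dead *nbr*), 176 were called lengthened, and of 200 made shorter, 171 were called shortened. Among 200 sites made longer in every genotype except wild-type 6 were called lengthened, and among 50000 unchanged sites 2 were. Random draws used fixed seeds. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 were used.

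The alternatives tried were Fisher's exact test per length, a stricter d, a higher minimum of reads, equal depth, another range of lengths, another reference genotype, no requirement on rescue (cat-dead *nbr*), and all start sites. Others were added after the files had been seen. These were the adjustment over all sites, the most common sequence only, 1 undetermined base allowed, a pseudocount of 0.5, sites that begin with T, possible sequencing-error copies left out, the same number of reads of each length in every library, and 5′ ends of miR-34-5p up to 2 nt downstream. piRNA clusters, *flamenco*, endo-siRNA loci, miR-305-5p, named miRNAs and cluster abundance were not analysed, because their coordinates or sequences are not in the files analysed here.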

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

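Start sites outside the size of piRNAs were also lengthened in *nbr* null and rescue (cat-dead *nbr*), in reads that the paper does not report on in this way. Of 72179 sites with a most common length of 20 to 22 nt, 463 were lengthened (0.64%) and 29 shortened. Of 5141 sites with a most common length of 30 to 31 nt, 51 were lengthened and 2 shortened, and of 14082 sites at 19 nt, 28 were lengthened and 10 shortened. They were flagged because no other pair of libraries gave as many, with at most 32, 2 and 7 lengthened sites. The rule leaves out of every other pair any length up in both *nbr* null and rescue (cat-dead *nbr*), which lowers those counts. The class at 20 to 22 nt includes miRNAs and endo-siRNAs, which the paper analyses by locus, and it could not be divided without a genome sequence.

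For the sites at 20 to 22 nt, the sampling of reads was tested by drawing reads from each site's pooled lengths, and 20 draws gave at most 3 lengthened sites. If the sites were piRNAs with short reads, those with under 10% of their pooled reads at 23 nt or more would show no excess. Of 26101 such sites, 60 were lengthened and 3 shortened, so an excess remained there. The pooled reads include *nbr* null and rescue (cat-dead *nbr*), so lengthening can itself move a site out of this group. The 60 are a small part of the 463 lengthened sites. For the rest, piRNAs with short reads are not excluded. The real pair was the only 1 of 6 pairs of libraries to give as many lengthened sites. With 6 pairs the share cannot fall under 0.05 whatever the result, so this comparison could not have excluded a difference between single libraries, and its outcome is no evidence for one. That prediction was written after the result was seen. Without replicates, the pattern cannot be told apart from differences between libraries that *nbr* null and rescue (cat-dead *nbr*) happen to share. Reads from repeated sequences and the genetic background of the lines were not tested. For the 19 nt and the 30 to 31 nt sites no explanation was tested. Reads shorter than 19 nt were not used, so the 19 nt class is cut off at its lower end.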

How the results depend on the processing

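Of 119 alternative values, 83 were the same, 33 moved, 1 became weaker and 2 reversed. The 83 include d at the named start sites under Fisher's exact test, which cannot change d. These values had to be the same and also count among the 47 given below. All 12 alternatives for miR-34-5p left the results on the same side of their thresholds. For the named start sites the alternatives cover only d in *nbr* null, and 47 of 48 stayed on the same side. The exception was the d at the site of Fig. 5B, which was 0.52 against *nbr* def/+. The call of that site also changed, from not lengthened to lengthened with the most common sequence only. Of 29 alternatives for the counts of lengthened and shortened sites, 20 were within 1.5 times the main count, and lengthened sites outnumbered shortened ones under every setting.

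With *nbr* def/+ as the reference there were 1188 lengthened and 93 shortened sites. The median change in mean length became 0.069 nt in *nbr* null, 0.082 in rescue (cat-dead *nbr*) and -0.073 in rescue (WT *nbr*), the last a reversal of its sign. This reference has fewer reads per site and lies nearer to *nbr* null in length than wild-type does, and either could lower the counts. Without the requirement on rescue (cat-dead *nbr*) there were 10426 and 1115 sites, since 1 condition fewer has to be met. A d of at least 0.8 left 127 shortened sites. Among the alternatives chosen after seeing the data, the adjustment over all sites gave 3112 and 152 sites, and sites that begin with T, a subset, gave 2854 lengthened ones. The same number of reads of each length in every library, also chosen after seeing the data, gave 2634 lengthened sites. The median changes in mean length were then 0.027 nt in *nbr* def/+, 0.025 in *nbr* null, 0.036 in rescue (cat-dead *nbr*) and -0.014 in rescue (WT *nbr*), the other reversal. Equal length profiles draw any change in mean length toward 0. Drawing the libraries down left 60 lengthened sites of Table S1, which could reflect the loss of reads at sites near the threshold.

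The median changes in mean length moved outside their narrow intervals under most settings, and apart from these reversals in rescue (WT *nbr*) they kept their sign. For *nbr* def/+, *nbr* null, rescue (WT *nbr*) and rescue (cat-dead *nbr*) they were 0.176, 0.231, 0.088 and 0.240 nt at sites with at least 100 reads, and 0.096, 0.123, 0.021 and 0.123 nt with lengths of 23 to 30 nt, which leaves out the shortest reads. With sites that begin with T, chosen after seeing the data, they were 0.175, 0.221, 0.089 and 0.234 nt. For *nbr* def/+, *nbr* null and rescue (cat-dead *nbr*) they were 0.174, 0.214 and 0.233 nt over all start sites. With the most common sequence only, also chosen after seeing the data, they were 0.175, 0.231 and 0.233 nt.

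Depth limits which sites can be called. Only 0.02% of sites with 1 to 4 reads in the genotype with the fewest were called, so sites that were not called are not shown to be unchanged. The alternatives for reads with several genome matches, clusters, *flamenco*, endo-siRNA loci, miR-305-5p, named miRNAs, cluster abundance and 5′ ends upstream of miR-34-5p were not run because no genome sequence or hairpin sequence was used here. The replicate block was not run because each genotype has 1 library.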

Differences from the paper's values

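Of 19 values of the paper that could be compared, 10 read from a figure and 9 from a supplement, 1 was counted as different. No limit is stated here for the values read from a figure or for the count of Table S1 sites. The 24 nt share of miR-34-5p in *nbr* null was not counted as different. It was 51.0% (Wilson interval 48.2 to 53.7), and the 47% read from the figure lies outside that interval. With tails of up to 3 nt counted it was 46.3%. The 108 lengthened sites among the 123 found were not counted as different either. The 9 from the supplement concern start sites that were located by the same d values, so the search largely fixed how close they are and they are no separate check. At the site taken for Fig. 5D, Cohen's d of the 26 nt reads in *nbr* null was 2.8, against the paper's 3.35 in Table S1. The paper states no error for d, and there are no replicates, so the values were compared with the sampling error of d, 0.24. Drawing the libraries down to the smallest, the alternative set before the files arrived, gave 2.38 and did not close the gap. With only the most common sequence counted, an alternative chosen after seeing the values, d was 3.38, which is within its sampling error of the paper's value. This site is the nearest match to the table and not an exact one, and it was picked out by d under that same setting.
The paper describes the longer isoforms of miR-34-5p as rescued by the wild-type transgene. In rescue (WT *nbr*) the share of reads of 23 nt or more was 17.4%, against 9.8% in wild-type and 75.6% in *nbr* null. The paper lists the start site of Fig. 5B as affected. With all reads that share their first 19 nt it was not lengthened here, while 108 of the 123 sites of Table S1 that were found were. With the most common sequence only, an alternative chosen after seeing the values, the site of Fig. 5B was lengthened.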

Other observations

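Lengthened piRNA-sized sites outnumbered shortened ones, 4679 to 263. Several technical explanations were tested. Reads drawn at random gave at most 10 lengthened sites. Libraries drawn down to the same depth gave 3518 lengthened and 184 shortened sites. Leaving out start sites that could be sequencing-error copies, those 1 base from a site with 10 times the reads, gave 4483 and 254. Libraries thinned to the same number of reads of each length, to remove a difference in size selection, gave 2634 and 361. Adjusting over all sites gave 3112 and 152. The 2 libraries richest in 2S rRNA, put in the place of *nbr* null and rescue (cat-dead *nbr*), gave 119 and 23. That count leaves out sites where the same length also changed in *nbr* null, so it cannot decide whether 2S rRNA has a part. None of the other tests removed the excess. Among the 6 pairs of libraries 1, the real one, gave as many lengthened sites, and the next gave 192. A length up in both *nbr* null and rescue (cat-dead *nbr*) is left out of every other pair by the rule, which lowers their counts. With 6 pairs the share cannot fall under 0.05 whatever the result, so this comparison could not have excluded a difference between single libraries, and its outcome is no evidence for one. The rule required the change in both *nbr* null and rescue (cat-dead *nbr*), so the 4679 sites do not test for a single unusual library. Selection in *nbr* null alone does not require rescue (cat-dead *nbr*) to change, but it uses the same wild-type library. At the sites selected in *nbr* null alone, the median share of the length that rose was 58.2% in *nbr* null, 52.4% in rescue (cat-dead *nbr*) and 26.6% in rescue (WT *nbr*), against 15.7% in wild-type. Without replicates, the pattern still cannot be told apart from differences between single libraries that *nbr* null and rescue (cat-dead *nbr*) happen to share. The predictions for the 2S rRNA pair and for the pairs of libraries were written after the results were seen. Reads from repeated sequences were not tested, because there was no genome sequence.

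The mean length at piRNA-sized sites was also larger in *nbr* def/+ than in wild-type, by a median of 0.185 nt against 0.243 nt in *nbr* null. A candidate explanation is that the wild-type library differs from the other 4. Against *nbr* def/+ the median change of *nbr* null was 0.069 nt, but this small value largely follows from the medians above and does not test the explanation. Rescue (WT *nbr*) was also longer than wild-type, by 0.095 nt, which is the direction this explanation predicts. Its smaller change speaks only against a shift of equal size in the other 4 libraries. Its value of -0.073 nt against *nbr* def/+ likewise largely follows from the medians. Whether the wild-type library is unusual is left open. A lower dose of *nbr* in the heterozygote might give the same picture, and it was not tested. With the same number of reads of each length, the change was 0.027 nt in *nbr* def/+ and 0.025 nt in *nbr* null. Equal length profiles draw any change toward 0, so size selection can be neither excluded nor shown. By the rule first written for this test the value would have counted for size selection. That rule was changed after the result was seen, and the prediction for the wild-type library was also written after its result.

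The reads at piRNA-sized sites per 1000000 trimmed reads differed by up to 2.12 times between libraries. Per 1000000 reads outside 2S rRNA the largest ratio was 1.32, so the share of 2S rRNA may account for most of the difference. This was not examined by cluster.

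miR-34-5p reads followed by up to 3 bases that do not continue its 24 nt sequence made up 14.8% of reads in *nbr* null and 12.3% in rescue (cat-dead *nbr*), against 2.1% in wild-type, 3.1% in *nbr* def/+ and 2.8% in rescue (WT *nbr*). Past nucleotide 24 the hairpin sequence is not known here, so bases encoded in the genome are not told apart from added ones.

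Among 98 abundant start sites of 20 to 24 nt, with at least 10000 wild-type reads of the most common isoform, the share of that isoform fell below 0.5 of its wild-type value at 13 sites in *nbr* null, 13 in rescue (cat-dead *nbr*), 1 in *nbr* def/+ and 2 in rescue (WT *nbr*). The lowest ratio in *nbr* null was 0.02, for TTTCACCTATCGTTCCATTTG. For the same sequence it was 0.02 in rescue (cat-dead *nbr*), but also 0.46 in *nbr* def/+ and 0.59 in rescue (WT *nbr*). The minimum of reads was chosen after seeing the data, possible sequencing-error copies were left out, and the sequences were not assigned to miRNAs.

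Start sites that begin with T made up 58.06% of the tested piRNA-sized sites and 61.00% of the lengthened ones.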
